# Rescue of deficits by *Brwd1* copy number restoration in the Ts65Dn mouse model of Down syndrome

**DOI:** 10.1038/s41467-022-34200-0

**Published:** 2022-10-26

**Authors:** Sasha L. Fulton, Wendy Wenderski, Ashley E. Lepack, Andrew L. Eagle, Tomas Fanutza, Ryan M. Bastle, Aarthi Ramakrishnan, Emma C. Hays, Arianna Neal, Jaroslav Bendl, Lorna A. Farrelly, Amni Al-Kachak, Yang Lyu, Bulent Cetin, Jennifer C. Chan, Tina N. Tran, Rachael L. Neve, Randall J. Roper, Kristen J. Brennand, Panos Roussos, John C. Schimenti, Allyson K. Friedman, Li Shen, Robert D. Blitzer, Alfred J. Robison, Gerald R. Crabtree, Ian Maze

**Keywords:** Epigenetics and behaviour, Developmental disorders

## Abstract

With an incidence of ~1 in 800 births, Down syndrome (DS) is the most common chromosomal condition linked to intellectual disability worldwide. While the genetic basis of DS has been identified as a triplication of chromosome 21 (HSA21), the genes encoded from HSA21 that directly contribute to cognitive deficits remain incompletely understood. Here, we found that the HSA21-encoded chromatin effector, *BRWD1*, was upregulated in neurons derived from iPS cells from an individual with Down syndrome and brain of trisomic mice. We showed that selective copy number restoration of *Brwd1* in trisomic animals rescued deficits in hippocampal LTP, cognition and gene expression. We demonstrated that Brwd1 tightly binds the BAF chromatin remodeling complex, and that increased *Brwd1* expression promotes BAF genomic mistargeting. Importantly, *Brwd1* renormalization rescued aberrant BAF localization, along with associated changes in chromatin accessibility and gene expression. These findings establish BRWD1 as a key epigenomic mediator of normal neurodevelopment and an important contributor to DS-related phenotypes.

## Abstract (web summary)

The molecular mechanisms underlying deficits in Down syndrome remain unclear. Here, the authors show that copy number restoration of a chromatin remodeler in trisomic mice is sufficient to rescue epigenomic, physiological and cognitive deficits.

## Introduction

Down syndrome (DS) is the most common form of autosomal aneuploidy in humans, and is characterized by physical growth delays, skeletal abnormalities, neurological deficits and cognitive impairments^1^. Although the genetic cause of DS is full or partial triplication of chromosome 21 (HSA21)^2,3^, triplicated genes on HSA21 do not fully account for the widespread transcriptional dysregulation observed in DS. Recent RNA-sequencing of human postmortem DS brain tissues demonstrated robust gene expression changes across all chromosomes (both up- and downregulated) throughout development^4^, with ~70% of triplicated HSA21 genes being subject to dosage compensation, which buffers against increased expression^5^. Numerous studies in both human-derived cells, brain tissues^4,6^, and rodent models of DS^1,7,8^ have found that there is not a clear 1:1 relationship between gene dosage and gene expression at trisomic loci, further suggesting that DS phenotypes may be driven by more complex regulatory mechanisms. In addition, given the tremendous amount of variability in the severity and clinical presentation of DS^5^, it is believed that epigenetic processes may also contribute to global patterns of transcriptional dysregulation, both during neurodevelopment and in adulthood. However, our understanding of how chromatin-based mechanisms contribute to DS phenotypes remains limited. HSA21 encodes several chromatin regulators^9^, including BRWD1^10^, a WD-repeat and bromodomain-containing protein^10^. In previous studies focusing on germ^11^ and immune cells^12,13^, BRWD1 was shown to modulate chromatin structure via proposed interactions with the mammalian SWI/SNF (BAF) ATP-dependent chromatin-remodeling complex^14,15^. However, despite being encoded on HSA21, and its demonstrated activity as an epigenetic regulator, potential roles for BRWD1 in the context of HSA21 triplication and DS pathophysiology have not yet been explored.

Here, we found that BRWD1 is upregulated in both trisomic human neurons and Ts65Dn mouse brain. Selective restoration of *Brwd1* copy number in trisomic mice rescued DS-related cognitive impairments, neuronal physiology, and alterations in transcription. In adult euploid mice, acute Brwd1 overexpression in dorsal hippocampus was sufficient to impair memory, attenuate activity-induced gene expression and promote excitation/inhibition imbalance. Furthermore, we found that Brwd1 tightly associates with the BAF complex in both embryonic and adult brain, and that restoring *Brwd1* copy number in trisomic animals substantially rescued alterations in BAF genomic localization, as well as associated changes in neuronal chromatin accessibility. These data demonstrate a dosage-sensitive role for Brwd1 in targeting BAF complexes to appropriate loci within the central nervous system, and indicate a central role for BRWD1 in the precipitation of neurological deficits associated with DS.

## Results

### BRWD1 is upregulated in neurons derived from iPS cells from an individual with DS and DS-like rodent brain

Given that not all HSA21 genes are dysregulated at the level of transcription in DS, we first generated human induced pluripotent stem (iPS) cell-derived forebrain neurons from a DS subject to assess whether *BRWD1* levels are indeed increased as a result of HSA21 triplication. In doing so, we found that *BRWD1* expression was elevated in neurons derived from iPS cells from an individual with DS *vs*. a respective isogenic control (Supplementary Fig. 1a, b). Next, in order to explore potential mechanistic roles for BRWD1 in mediating trisomy 21-related phenotypes, we measured *Brwd1* expression in brain tissues of Ts65Dn mice, a well characterized model of DS with segmental trisomy 16 and a corresponding copy number triplication for approximately half of the homologous HSA21 genes, including *BRWD1*^16–18^. Consistent with previous studies in humans with DS and trisomic mice^1,4,18,19^, we found that *Brwd1* mRNA was significantly elevated in both embryonic (E17.5) and adult (6-week) male and female Ts65Dn brain tissues, including the prefrontal cortex (PFC), hippocampus and cerebellum—with no significant difference between the sexes in adult euploid animals (Fig. 1a and Supplementary Fig. 2a, b).

**Fig. 1:**
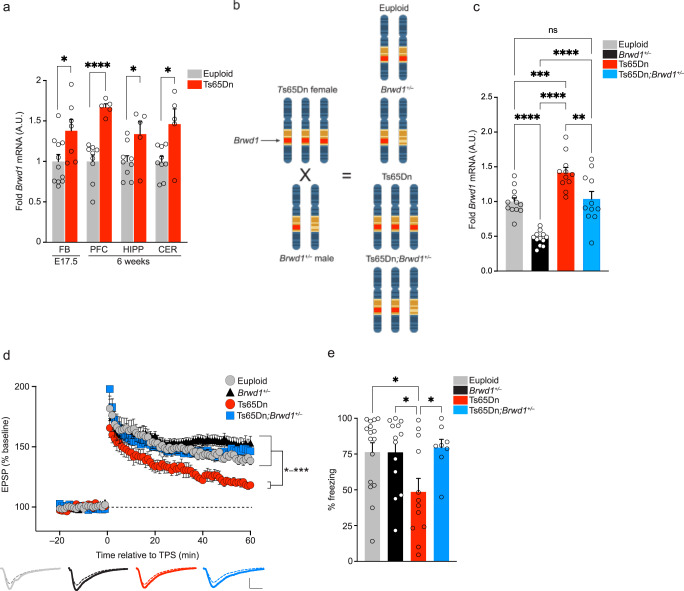
*Brwd1* copy number restoration rescues synaptic and cognitive deficits in male trisomic animals. **a** qPCR expression data for *Brwd1* in embryonic day (E) 17.5 forebrain (FB) and adult (6-week) PFC, hippocampus (HIPP) and cerebellum (CER) from euploid *vs*. Ts65Dn male mice. A.U. = Arbitrary Units, with experimental (non-euploid) group averages normalized to respective euploid controls. **b** Schematic depicting the generation of mouse genotypes to be investigated. **c** qPCR expression data for *Brwd1* in euploid *vs. Brwd1*^*+/–*^ vs. Ts65Dn vs. Ts65Dn*;Brwd1*^*+/–*^ E17.5 forebrain. **d** Deficiency of hippocampal LTP in adult male (6-week) Ts65Dn mice is rescued by *Brwd1* copy number restoration. The representative traces were recorded at the end of the baseline period (dashed lines) and 60 min after induction of LTP (solid lines). Calibrations: 0.5 mV/5 ms. **e** Context dependent fear conditioning—displayed as % freezing in the trained context—comparing euploid *vs. Brwd1*^*+/–*^ vs. Ts65Dn *vs*. Ts65Dn*;Brwd1*^*+/–*^ mice. Data are presented as averages ± SEM. See Supplementary Information Materials for full caption with *n*’s and statistics. Source data are provided as a source data file.

To further confirm the etiological relevance of this trisomic mouse model to human DS at the level of transcription, we next performed RNA-seq profiling on E17.5 Ts65Dn *vs*. euploid forebrain tissues. 

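Forebrain RNA of 8 euploid and 7 Ts65Dn embryos was sequenced at embryonic day 17.5, with 1 library per embryo. The authors counted the reads on each gene and deposited the raw counts, without normalization. Library totals ran from 14.9 to 62.6 M reads in euploid embryos (median 23.7 M) and from 18.3 to 58.7 M in Ts65Dn embryos (median 43.1 M). The 16395 genes that passed edgeR's filterByExpr filter were scaled by TMM and tested with edgeR's quasi-likelihood test. DE genes are those with a Benjamini-Hochberg adjusted p-value under 0.1, the cutoff of the paper. No RUVr factor entered the test, because the paper's text does not name their number. Ts65Dn mice carry an additional copy of the distal part of chromosome 16 and of the proximal part of chromosome 17. These segments were taken on mm10 from the start of Mrpl39 (84718281) to the end of chromosome 16 and from the start of chromosome 17 to the end of Pde10a (8986648).  In each library, the log2 ratio of every tested gene in the segments to the mean of the euploid libraries was computed. Its median over these genes was 0.59 ± 0.02 (SD, n = 7) in Ts65Dn embryos and 0.01 ± 0.02 (SD, n = 8) in euploid embryos, against 0.585 for 3 copies over 2. The labels give no sex for the embryos. Ddx3y, a gene of chromosome Y, lay between 5.61 and 5.70 log2 CPM in 2 euploid embryos and between 5.61 and 5.82 in 3 Ts65Dn embryos. In the others it was at most -2.03 and -2.48.

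**Figure D1:**
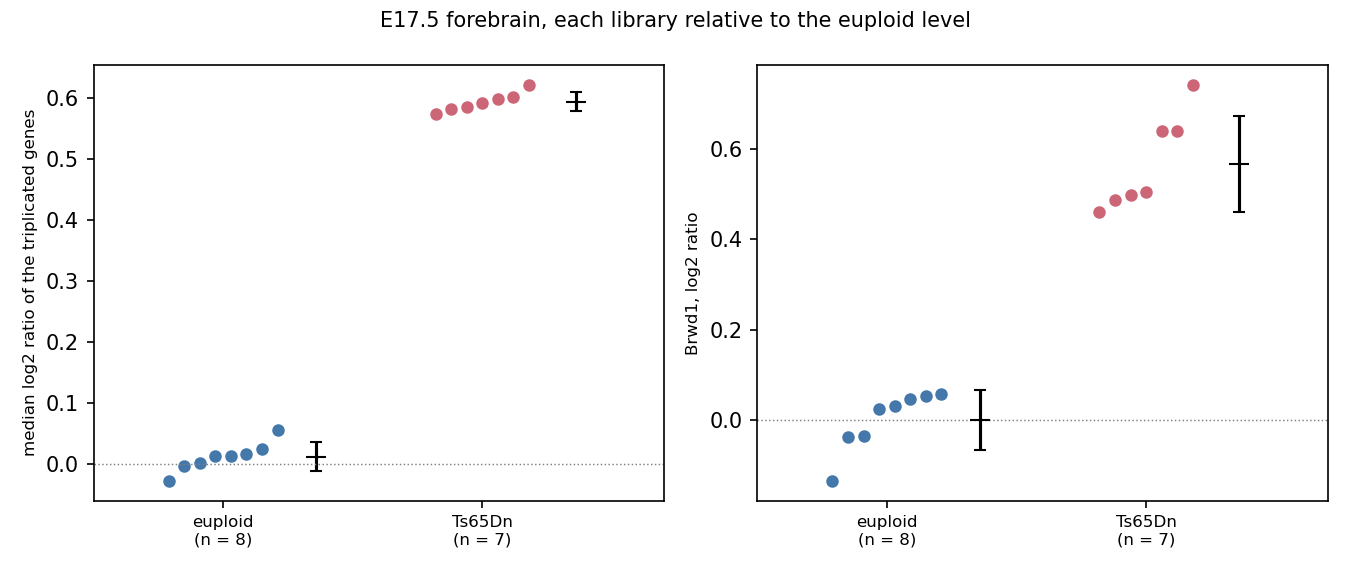
Each point is a library of E17.5 forebrain. The left axis gives the median log2 ratio of the triplicated genes to the mean of the euploid libraries, the right axis the log2 ratio of Brwd1. Bars show the mean and SD of each genotype. The medians of the 7 Ts65Dn libraries lie between 0.57 and 0.62 and those of the 8 euploid libraries between -0.03 and 0.06.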

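In E17.5 forebrain, 221 genes were DE between Ts65Dn and euploid embryos, 40 of them lower in Ts65Dn and the others higher. At an unadjusted p-value under 0.05 there were 1981. Of these DE genes, 211 are annotated as protein-coding. The number of DE genes rose with each RUVr factor added, to 3954 with DESeq2 and 3 factors and to 4489 with 4, a setting chosen after seeing the values. Brwd1 (gene 93871, chromosome 16 from 95992089 to 96082703) had a mean of 8.08 ± 0.11 log2 CPM (SD, n = 7) in Ts65Dn and 7.51 ± 0.07 (SD, n = 8) in euploid embryos. Its log2 fold change was 0.56 (standard error 0.05, adjusted p = 1.19e-05), and all 7 Ts65Dn embryos lay above the euploid median. Dyrk1a (gene 13548, chromosome 16 from 94569947 to 94695519) had a log2 fold change of 0.52 (standard error 0.05, adjusted p = 1.21e-05). The smallest p-values among the genes with higher expression belonged to Mrps6, Tmem50b and Jam2, all in the segment of chromosome 16. Their log2 fold changes were 0.75, 0.68 and 0.79, with adjusted p-values of 7.86e-07, 7.86e-07 and 3.29e-06. Of the tested genes in the triplicated segments, 131 were higher in Ts65Dn and 83 were DE, and the median log2 fold change was 0.56 (quartiles 0.47 and 0.69).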

Differential expression analyses demonstrated that the Ts65Dn mouse model exhibits robust transcriptional changes that overlap significantly with human DS single-nuclei gene expression profiles in postmortem PFC (Supplementary Fig. 3a, b)^20^. Of note, we found that only upregulated genes in Ts65Dn *vs*. euploid mice overlapped significantly with human DS-associated gene expression, which included genes enriched for pathways associated with cellular development, neuronal differentiation, and synaptic transmission. These data suggest that inappropriate induction of transcripts related to neuronal function may contribute to DS-related phenotypes in Ts65Dn mice (Supplementary Fig. 3c).

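The genes with higher expression in Ts65Dn embryos included 83 in the triplicated segments and 98 elsewhere, while all 40 genes with lower expression lay outside the segments. With the upper-quartile normalization in place of TMM, 192 genes were higher and 20 lower. The smallest p-values among the lower genes belonged to Ndor1 on chromosome 2, Proz on chromosome 8 and Clcn1 on chromosome 6. Ndor1 had a log2 fold change of -0.33 (standard error 0.06, adjusted p = 0.0163), Proz -0.54 (standard error 0.11, adjusted p = 0.0227) and Clcn1 -0.61 (standard error 0.13, adjusted p = 0.024). None of the 7 Ts65Dn embryos lay above the euploid median for any of these 3 genes. The human expression profiles and the gene ontology sets were not analysed here. From the overlap of the genes higher in Ts65Dn with human DS-associated expression, and from the neuronal pathways enriched among them, the paper proposes that inappropriate induction of neuronal transcripts may contribute to the phenotypes of these mice.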

### BRWD1 copy number restoration rescues physiological and cognitive hippocampal deficits in adult male Ts65Dn mice

Given that *Brwd1* expression was found to be upregulated in Ts65Dn mouse brain, we next examined whether Brwd1 itself may contribute to DS-related phenotypes by genetically restoring *Brwd1* copy number in otherwise trisomic mice. We crossed Ts65Dn females to heterozygote *Brwd1*^*+/–* 11^ males, resulting in male and female offspring of four genotypes: euploid, *Brwd1*^*+/–*^, Ts65Dn, and Ts65Dn*;Brwd1*^*+/–*^ (Fig. 1b). Importantly, the Ts65Dn*;Brwd1*^*+/–*^ cross selectively rescued *Brwd1* triplication observed in male Ts65Dn mice without directly genetically restoring the trisomic background (Fig. 1c). However, in female mice, while *Brwd1* expression was significantly reduced in Ts65Dn*; Brwd1*^*+/–*^ *vs*. Ts65Dn animals, we identified only trending *Brwd1* increases in Ts65Dn *vs*. euploid mice when comparing all four genotypes (Supplementary Fig. 2c), reflecting higher variability in *Brwd1* upregulation in female Ts65Dn hippocampus. Indeed, female Ts65Dn mice displayed more modest hippocampal *Brwd1* fold-change (FC) differences *vs*. euploid (average 1.19 FC) in comparison to those detected in males (average 1.41 FC). These findings are consistent with previous studies in which BRWD1 has been shown to display sex-specific functions and expression levels, particularly in the context of early reproductive cellular genesis^11,21^.

Next, to examine the impact of *Brwd1* copy number restoration on hippocampal synaptic function in adult mice (6-week), we performed ex-vivo brain slice long-term potentiation (LTP) recordings, where LTP was induced by theta-burst stimulation at Schaffer collateral inputs to area CA1. Consistent with previous studies^22,23^, LTP was significantly impaired in slices from Ts65Dn male mice vs. euploid controls - however, this deficit was fully rescued in Ts65Dn*;Brwd1*^*+/–*^ animals, while *Brwd1* heterozygosity did not affect LTP (Fig. 1d). These deficits were specific to more stable forms of neuronal plasticity, as other measures of baseline synaptic function were unaffected in Ts65Dn animals (Supplementary Fig. 4a, b). Interestingly, in females, LTP was not affected in Ts65Dn mice *vs*. euploid controls, and no differences in LTP were observed comparing euploid females *vs*. Ts65Dn*; Brwd1*^*+/–*^ or *Brwd1*^*+/–*^ genotypes (Supplementary Fig. 2d). These findings parallel previous reports that have identified regional differences in brain function between male and female Ts65Dn mice, as well as in other mouse models of DS^24,25^, suggesting that males may exhibit more severe hippocampal deficits *vs*. females.

Next, to investigate whether hippocampal-dependent cognitive deficits associated with DS might be improved in Ts65Dn;*Brwd*+/- animals, we employed a rodent contextual fear conditioning (FC) paradigm to assess learning and memory in the four genotypes described above. Male Ts65Dn mice displayed a significant reduction in FC memory *vs*. euploid controls—a deficit that was fully rescued with *Brwd1* renormalization, with no effect of *Brwd1* heterozygosity observed (Fig. 1e). Although we did not detect altered hippocampal LTP in female Ts65Dn mice, we did find that female Ts65Dn mice scored worse in the contextual FC memory task *vs*. euploid controls (Supplementary Fig. 2e), suggesting that distinct molecular mechanisms may contribute to contextual fear learning in male vs. female Ts65Dn mice. Furthermore, *Brwd1* copy number restoration did not significantly rescue these cognitive deficits, reflecting a more limited contribution of Brwd1 to Ts65Dn hippocampal function in females. Together, these data indicate that in male animals, increased *Brwd1* gene dosage is necessary for the precipitation of DS-related physiological and cognitive hippocampal deficits in the Ts65Dn mouse model.

### BRWD1 overexpression in adult male hippocampus is sufficient to induce cognitive and physiological defects in euploid animals

We then investigated whether acute *Brwd1* overexpression in euploid animals may be sufficient to cause DS-related cognitive deficits. We generated herpes simplex virus (HSV) vectors to overexpress BRWD1 (HSV-BRWD1-GFP) *vs*. an empty vector control (HSV-GFP) in adult male dorsal hippocampus (CA1), followed by a battery of behavioral assays to assess the impact of *Brwd1* overexpression on context- and spatial-dependent learning and memory, as well as anxiety and anhedonia related behaviors. We found that selectively upregulating *Brwd1* expression to levels similar to those observed in Ts65Dn animals was sufficient to elicit significant cognitive deficits in hippocampal-dependent tasks (Supplementary Fig. 5a–o). Next, to explore the electrophysiological impact of overexpressing *Brwd1* in adult euploid male hippocampus, we performed patch clamp recordings of virally infected (HSV-BRWD1-GFP *vs*. HSV-GFP) CA1 pyramidal neurons. Our results indicated that *Brwd1* overexpression significantly increased both neuronal excitability (Supplementary Fig. 6a) and the frequency of spontaneous excitatory post-synaptic currents (sEPSC; Supplementary Fig. 6b), while significantly reducing the frequency of inhibitory post-synaptic currents (sIPSC; Supplementary Fig. 6c). sEPSC and sIPSC amplitudes were unaffected by *Brwd1* overexpression (Supplementary Fig. 6b, c). Finally, we observed reduced immediate early gene (IEG) induction in *Brwd1* overexpressing CA1 following exposure to a novel environment (Supplementary Fig. 6d), suggesting that BRWD1 overexpression leads to shifts in excitation/inhibition balance and neuronal plasticity that may prevent stable induction of normal LTP. Together with our previous results, these data demonstrate that *Brwd1* upregulation in DS-like brain is both necessary and sufficient to promote synaptic and cognitive deficits associated with the disorder, and that *Brwd1* copy number restoration fully rescues these effects in male mice.

### BRWD1 triplication contributes to gene expression abnormalities in DS-like brain

We next sought to explore Brwd1’s role in regulating neuronal gene expression patterns in DS-like brain by performing RNA-seq analyses on primary neuronal cultures derived from euploid *vs*. Ts65Dn *vs*. Ts65Dn*;Brwd1*^*+/*^ embryonic mouse forebrain (mixed male and female). Using this embryonic neuronal system, which was maintained in the absence of proliferating glial cells, we observed widespread changes in gene expression, detecting 9588 differentially expressed (DE) protein coding genes (PCGs) when comparing across all three genotypes in a likelihood ratio test (Supplementary Fig. 7a). Separate pairwise comparisons between Ts65Dn vs. euploid and Ts65Dn*;Brwd1*^*+/–*^ vs. Ts65Dn groups revealed that the majority of differentially expressed PCGs in Ts65Dn vs. euploid neurons were reversed (~60.3% rescue) by *Brwd1* copy number restoration (Supplementary Fig. 7b), with rescued genes significantly enriched for gene ontology (GO) terms including axogenesis, synaptic transmission and regulation of neuronal morphology (Supplementary Fig. 7c). These data demonstrate that Brwd1 plays a critical role in maintaining normal patterns of neuronal gene expression during brain development.

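Adult hippocampal RNA was deposited for 23 male animals at 6 weeks of age, 8 euploid, 7 Ts65Dn and 8 Ts65Dn;Brwd1+/–, with 1 library per animal. The last genotype carries the trisomy of Ts65Dn with a single functional Brwd1 allele fewer. The deposited values are the authors' raw read counts per gene. Totals per library were 38.5 to 94.9 M reads in euploid (median 46.3 M), 35.9 to 81.0 M in Ts65Dn (median 55.1 M) and 35.6 to 109.8 M in Ts65Dn;Brwd1+/– animals (median 40.4 M). The 3 genotypes entered a common edgeR fit over 16851 genes, with the filter, scaling and test used for the embryos. The median log2 ratio of the triplicated genes to the euploid level was -0.00 ± 0.02 (SD, n = 8) in euploid, 0.49 ± 0.22 (SD, n = 7) in Ts65Dn and 0.42 ± 0.25 (SD, n = 8) in Ts65Dn;Brwd1+/– animals. The library labelled Ts65Dn B145 had a median of 8.41e-05, and the libraries labelled Ts65Dn;Brwd1+/– T35 and B138 had medians of 0.02 and 0.04. In the library labelled male Ts65Dn B88, Xist was at 8.90 log2 CPM and Ddx3y at -2.14. In the other 22 libraries labelled male, Xist lay between -1.58 and 0.78 and Ddx3y between 5.49 and 5.93. All libraries kept their labels in every comparison.

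**Figure D2:**
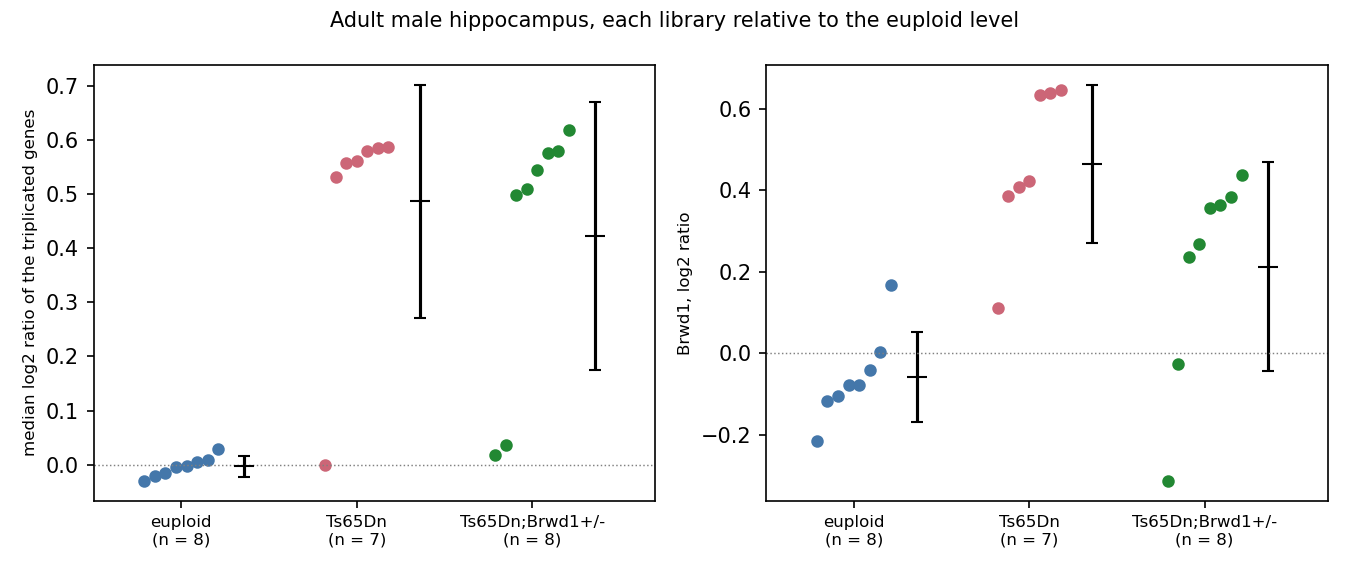
Each point is a library of adult male hippocampus. The left axis gives the median log2 ratio of the triplicated genes to the mean of the euploid libraries, the right axis the log2 ratio of Brwd1. Bars show the mean and SD of each genotype. A library labelled Ts65Dn and 2 labelled Ts65Dn;Brwd1+/– lie at 0.04 or below in the left plot, within the euploid range of both sexes, up to 0.10.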

In order to further evaluate the effects of Brwd1 rescue within the context of adult brain, we performed RNA-seq on hippocampal tissues from 6-week-old male animals, comparing Ts65Dn *vs*. euploid and Ts65Dn*;Brwd1*^*+/–*^ genotypes (Fig. 2a). Pairwise comparisons identified 963 DE genes (FDR < 0.1) between Ts65Dn vs. euploid, and 801 DE genes (FDR < 0.1) between Ts65Dn*;Brwd1*^*+/–*^ vs. Ts65Dn, with ~17% of DE genes in Ts65Dn vs. euploid mice being significantly reversed in their expression with *Brwd1* copy number restoration (Fig. 2b). 

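Between Ts65Dn and euploid males, 73 genes in the triplicated segments and 61 elsewhere were DE, and 1502 had an unadjusted p-value under 0.05. DESeq2 with 3 RUVr factors gave 1176 DE genes. On all 6 adult groups, settings chosen after seeing the values, DESeq2 gave 945 with 3 factors and 1847 with 6, and the paper's number is 963. Between Ts65Dn;Brwd1+/– and Ts65Dn males no gene was DE, while 1261 had an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.616. With DESeq2 and 3 RUVr factors this comparison gave 949 DE genes. The number of rescued genes, DE in both comparisons with opposite signs, was therefore 0, and 271 with DESeq2 and 3 RUVr factors. With DESeq2 on all 6 groups and 3 factors, 793 genes were DE in Ts65Dn;Brwd1+/– vs Ts65Dn and 17.7% of the DE genes of Ts65Dn vs euploid were rescued. Of the DE genes of Ts65Dn vs euploid in the edgeR test, 116 (86.6%) changed with the opposite sign in Ts65Dn;Brwd1+/– vs Ts65Dn. The same Ts65Dn animals enter both comparisons, with opposite signs. At an unadjusted p-value under 0.05 in Ts65Dn;Brwd1+/– vs Ts65Dn, 24 of them (17.9%) went in the opposite direction and none in the same direction. Brwd1 had a mean of 6.76 ± 0.11 log2 CPM (SD, n = 8) in euploid, 7.28 ± 0.19 (SD, n = 7) in Ts65Dn and 7.03 ± 0.26 (SD, n = 8) in Ts65Dn;Brwd1+/– males. Its log2 fold change was 0.53 in Ts65Dn vs euploid (standard error 0.09, adjusted p = 0.00984). In Ts65Dn;Brwd1+/– vs Ts65Dn it was -0.25 (standard error 0.09, adjusted p = 0.626), with 1 of 8 animals above the Ts65Dn median, and it was DE in 3 of 12 alternatives. Relative to the other triplicated genes of the same library, Brwd1 was lower in Ts65Dn;Brwd1+/– than in Ts65Dn males by a log2 difference of -0.19 (exact permutation test, 2-sided, p = 0.0149, adjusted p = 0.0298 over 6 tests). Dyrk1a had log2 fold changes of 0.44 (standard error 0.09, adjusted p = 0.0255) and -0.10 (standard error 0.09, adjusted p = 0.851) in the same comparisons.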

Consistent with our earlier analyses examining E17.5 forebrain tissues (Supplementary Fig. 3), odds-ratio assessments revealed significant overlaps with human DS associated gene expression, specifically for PCGs upregulated in Ts65Dn vs. euploid, and for those downregulated in Ts65Dn*;Brwd1*^*+/–*^ vs. Ts65Dn animals, indicating that *Brwd1* copy number restoration significantly reverses trisomic gene expression patterns in Ts65Dn male hippocampus that are relevant to human DS (Fig. 2c). 

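Of the 73 DE genes inside and 61 outside the segments between Ts65Dn and euploid males, 21 were lower in Ts65Dn and the others higher, and 123 are protein-coding. In DESeq2 with its own size factors the split was 172 higher and 65 lower. The smallest p-values among the higher genes belonged to Mis18a and Urb1 in the segment of chromosome 16 and to Selenov on chromosome 7. Mis18a had a log2 fold change of 0.82 (standard error 0.11, adjusted p = 0.00285), Urb1 0.59 (standard error 0.09, adjusted p = 0.0087) and Selenov 1.85 (standard error 0.30, adjusted p = 0.00905). Among the lower genes, Dcaf7 on chromosome 11 had a log2 fold change of -0.20 (standard error 0.04, adjusted p = 0.0197), Agt on chromosome 8 -0.63 (standard error 0.13, adjusted p = 0.0255) and Mbtps2 on chromosome X -0.18 (standard error 0.04, adjusted p = 0.0255). For each of these 6 genes, the 7 Ts65Dn animals all lay on the same side of the euploid median. In Ts65Dn;Brwd1+/– vs Ts65Dn males, 536 genes were higher and 725 lower at an unadjusted p-value under 0.05. The human expression profiles were not analysed here. From the overlap of the protein-coding genes higher in Ts65Dn, and of those lower in Ts65Dn;Brwd1+/–, with human DS-associated expression, the paper concludes that restoring the Brwd1 copy number reverses trisomic expression patterns relevant to human DS in male hippocampus.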

Functional annotation analysis of rescued PCGs in adult male hippocampus against GO databases demonstrated significant enrichment of gene sets related to neuronal differentiation, neuronal morphology and synaptic function, consistent with observed deficits in synaptic function and hippocampal memory in male Ts65Dn mice (Fig. 2d).

**Fig. 2:**
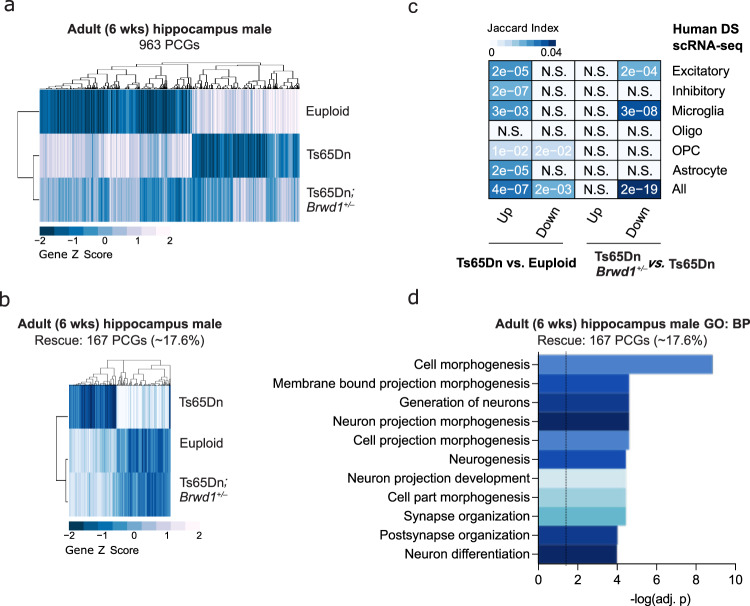
Rescue of aberrant gene expression in male trisomic brain by *Brwd1* renormalization. **a** RNA-seq heatmaps of DE genes comparing euploid vs. Ts65Dn vs. Ts65Dn*;Brwd1*^*+/–*^ adult male (6-week) hippocampus. Normalized RNA expression values (averaged between replicates) were used to generate z-scores for each row. **b** Normalized heatmaps of RNA expression values for DE genes in adult male hippocampus that display pairwise significant regulation between Ts65Dn vs. euploid, and are rescued in Ts65Dn*;Brwd1*^*+/–*^ vs. Ts65Dn. **c** Heatmap displays Jaccard index, as well as adjusted p-values, from odds ratio analyses of the overlap between DE genes from euploid vs. Ts65Dn vs. Ts65Dn*;Brwd1*^*+/–*^ comparisons and previously published human DS single-nuclei RNA-seq data *vs*. age-matched controls^20^. **d** Bar graph of −log10(adj. p-val) for gene ontology (GO) processes displaying enrichment for PCGs identified in **c** above. See Supplementary Information Materials for full caption with *n*’s and statistics. Source data are provided as a source data file.

In female mice, a more modest rescue (~9.2%) of hippocampal gene expression changes with *Brwd1* normalization was observed (Supplementary Fig. 8a, b). 

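Hippocampal counts of 24 adult females were deposited, 8 of each genotype, and were tested as in males, over 17146 genes. Totals per library were 39.8 to 137.1 M reads in euploid (median 67.2 M), 33.6 to 75.4 M in Ts65Dn (median 51.2 M) and 39.6 to 124.3 M in Ts65Dn;Brwd1+/– females (median 49.2 M). The median log2 ratio of the triplicated genes was 0.03 ± 0.05 in euploid, 0.58 ± 0.03 in Ts65Dn and 0.51 ± 0.21 in Ts65Dn;Brwd1+/– females (SD, n = 8 each). The library labelled Ts65Dn;Brwd1+/– B136 had a median of 0.00377. In the library labelled female euploid B85, Xist was at -0.44 log2 CPM and Ddx3y at 5.61. The other 23 libraries labelled female had Xist between 7.63 and 9.93 and Ddx3y between -6.84 and -1.45.

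**Figure D3:**
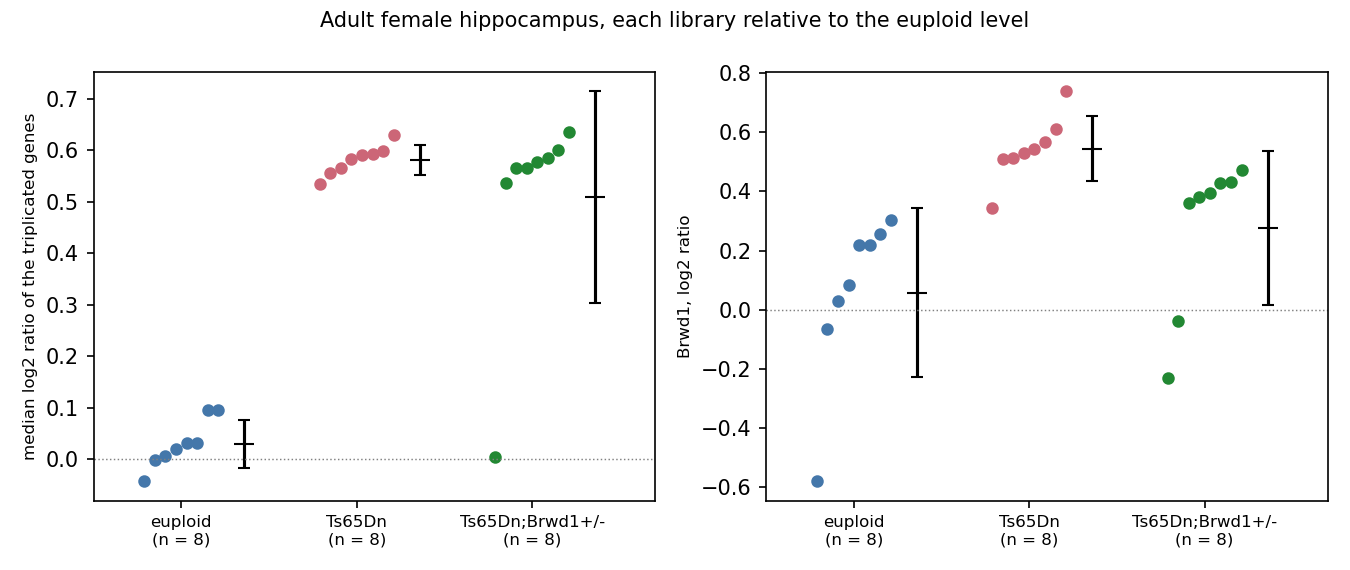
Each point is a library of adult female hippocampus. The left axis gives the median log2 ratio of the triplicated genes to the mean of the euploid libraries, the right axis the log2 ratio of Brwd1. Bars show the mean and SD of each genotype. The 8 Ts65Dn libraries lie between 0.54 and 0.63 in the left plot, and a library labelled Ts65Dn;Brwd1+/– lies at 0.00377.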

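Between Ts65Dn and euploid females, 543 genes were DE, 333 higher and 210 lower in Ts65Dn, and 2643 had an unadjusted p-value under 0.05. Between Ts65Dn;Brwd1+/– and Ts65Dn females no gene was DE and 604 had an unadjusted p-value under 0.05, with a smallest adjusted p-value of 0.139. No gene was therefore rescued, while DESeq2 with 3 RUVr factors gave 4348 and 840 DE genes and 405 rescued genes. Of the 543 DE genes, 499 (91.9%) had the opposite sign in Ts65Dn;Brwd1+/– vs Ts65Dn, and 19% of the 543 had it at an unadjusted p-value under 0.05. As in males, the same Ts65Dn animals enter both comparisons, with opposite signs. Brwd1 averaged 6.87 ± 0.29 log2 CPM in euploid, 7.36 ± 0.11 in Ts65Dn and 7.09 ± 0.26 in Ts65Dn;Brwd1+/– females (SD, n = 8 each). Its log2 fold change was 0.46 in Ts65Dn vs euploid (standard error 0.11, adjusted p = 0.0243). In Ts65Dn;Brwd1+/– vs Ts65Dn it was -0.25 (standard error 0.11, adjusted p = 1), and none of the 8 animals lay above the Ts65Dn median. In 8 of 12 alternatives Brwd1 was DE in this comparison. Relative to the other triplicated genes of the same library, Brwd1 was lower in Ts65Dn;Brwd1+/– than in Ts65Dn females by a log2 difference of -0.20 (exact permutation test, 2-sided, p = 0.00901, adjusted p = 0.027 over the 6 tests of both sexes). For Dyrk1a, the log2 fold changes were 0.59 (standard error 0.08, adjusted p = 0.000125) and -0.11 (standard error 0.08, adjusted p = 1). The smallest p-values of Ts65Dn vs euploid belonged to App, Tmem50b and Gart in the segment of chromosome 16, with log2 fold changes of 0.70, 0.72 and 0.61 and adjusted p-values of 3.47e-06, 3.47e-06 and 6.95e-06. Among the lower genes, Dyrk1b on chromosome 7 had a log2 fold change of -0.52 (standard error 0.07, adjusted p = 7.1e-05), Rfx5 on chromosome 3 -0.71 (standard error 0.10, adjusted p = 0.000126) and Pnrc2 on chromosome 4 -0.37 (standard error 0.06, adjusted p = 0.000821). None of the 8 Ts65Dn females lay above the euploid median for these 3 genes. The paper states that the rescue in females was more modest than in males.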

Associated processes/pathways for rescued genes in female mice were distinct from those seen in males, with significant GO term enrichment identified for protein synthesis and translation, as well as neuronal differentiation (Supplementary Fig. 8c). In addition, the genes that were found to be differentially expressed between female vs. male Ts65Dn most significantly associated with LTP and neuronal morphology, highlighting potential molecular and/or anatomical differences between the sexes in the pathophysiology of DS-related deficits (Supplementary Fig. 8d). 

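Whether the 2 sexes differed in their response was tested as a sex by genotype interaction over 17427 genes in all 6 adult groups. For the effect of Ts65Dn;Brwd1+/– vs Ts65Dn, no gene had an adjusted p-value under 0.1, 650 had an unadjusted p-value under 0.05 and the smallest adjusted p-value was 1.00. For the effect of Ts65Dn vs euploid, no gene had an adjusted p-value under 0.1, 1935 had an unadjusted p-value under 0.05 and the smallest adjusted p-value was 0.234. With 3 RUVr factors, DESeq2 gave 225 and 2577 genes in these tests. Gene ontology sets were not analysed here.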

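In a fit of the 8 female and 7 male Ts65Dn animals over 16719 genes, Ddx3y was the only DE gene, and 733 genes had an unadjusted p-value under 0.05. It was also the only gene of chromosome Y that passed the filter, and no gene of chromosome X was DE. The library labelled male B88 had Kdm5d, Eif2s3y and Uty at -3.99, -3.27 and -3.47 log2 CPM and counts as male here. This fit therefore says little about sex-linked genes. Ddx3y had a log2 fold change of -9.10 (standard error 0.95, adjusted p = 0.00266). DESeq2 with 3 RUVr factors gave 598 DE genes in this comparison. Brwd1 had a log2 fold change of 0.07 between the sexes (standard error 0.07, adjusted p = 0.981) and Dyrk1a 0.05 (standard error 0.07, adjusted p = 0.981). A list of 61 LTP genes, written from general knowledge of the pathway, was tested with limma's camera, since no pathway database was used. Of the 61 genes, 44 were lower in female Ts65Dn, with a median log2 fold change of -0.05 and a camera p-value of 0.000196 (adjusted p = 0.00235 over 60 tests of lists). Fisher's exact test of the list against the DE genes could give only p = 1, since Ddx3y is not in the list. Adjusted over the list alone, no gene was DE, and 5 of the 61 had an unadjusted p-value under 0.05. The mean log2 CPM of the list was 7.04 ± 0.07 (SD, n = 8) in female and 7.08 ± 0.06 (SD, n = 7) in male Ts65Dn, a difference of -0.05 (exact permutation test of the animals, 2-sided, p = 0.176, adjusted p = 0.395 over 18 tests). None of the 8 females lay above the male median, and T141 had their lowest mean, 6.89, with the others between 7.00 and 7.09. The males include the library labelled male B88, in which Xist and Ddx3y were at female levels. Its mean of the list was 6.97, the lowest of its group, with the others between 7.07 and 7.15. Without it, 9 genes were DE between the sexes with edgeR, and 1935 with DESeq2 on all 6 adult groups and 3 RUVr factors, against 503 with it, a setting chosen after seeing the values. Between euploid females and males, 42 of the 61 genes were lower in females (camera, adjusted p = 0.0394). The difference in the mean was -0.06 (exact permutation test of the animals, 2-sided, p = 0.461, adjusted p = 0.743), with 3 of 8 females above the male median. Among these euploid females, B125 had the lowest mean, 6.61. The highest, 7.17, was that of B85, whose Xist and Ddx3y were at male levels, and the others lay between 6.98 and 7.09. From the association of the genes DE between the sexes with LTP and neuronal morphology, the paper proposes potential molecular or anatomical differences between the sexes in the pathophysiology of DS.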

Notably, in all cases (E17.5 forebrain, adult male and female hippocampus), differentially expressed genes from Ts65Dn animals were not limited to trisomic loci, consistent with previous findings^4,26^, and *Brwd1* renormalization reversed the expression of many of these genes across all chromosomes (Supplementary Fig. 9a).

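In E17.5 forebrain, 62.4% of the 221 DE genes lay outside the triplicated segments, on all 19 autosomes and chromosome X, with the most on chromosome 2 (15 genes). In adult males it was 61 genes (45.5%), on 17 autosomes and chromosome X, with the most on chromosome 7 (7 genes). In adult females it was 457 of 543 (84.2%), on 19 autosomes and chromosome X, with the most on chromosome 11 (49 genes). DE genes without a matched position were counted as outside the segments, though their position is not known. The chromosomes given are those of the matched genes. The DE genes outside the segments divided into 98 higher and 40 lower in embryos, 40 and 21 in males, and 247 and 210 in females. Inside the segments, 73 genes were DE in males and 86 in females, all of them higher in Ts65Dn. Over all tested genes of the segments, DE or not, the median log2 fold changes were 0.50 and 0.53. In Ts65Dn;Brwd1+/– vs Ts65Dn the triplicated genes had medians of -0.06 in males, where 90 genes were lower, and -0.06 in females, where 99 were lower. These fits include libraries with the triplicated genes at the euploid level, male Ts65Dn B145, male Ts65Dn;Brwd1+/– T35 and B138 and female Ts65Dn;Brwd1+/– B136. They may account for part of the -0.06. The median library had a level of 0.53 in Ts65Dn;Brwd1+/– and 0.56 in Ts65Dn males, and 0.57 and 0.59 in females. The genes reversed at an unadjusted p-value under 0.05 included 19 outside the segments in males and 97 in females. With those inside, they lay on 10 and 19 autosomes, with 2 and 3 genes on chromosome X. The same Ts65Dn animals enter both comparisons with opposite signs, which by itself favours reversal. With separate Ts65Dn animals, the median correlation between the log2 fold changes was 0.07 in males and -0.06 in females. With shared animals in parts of the same size it was -0.71 and -0.61. The share of DE genes outside the segments rose to 97.1% in embryos, 92.1% in males and 97.5% in females with DESeq2 and 3 RUVr factors.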

### Brwd1 interacts with the BAF chromatin remodeling complex to influence its genomic targeting in DS-like brain

To further explore the biochemical mechanisms through which BRWD1 exerts its effects on synaptic plasticity, cognition and gene expression in DS, we sought to examine whether BRWD1 might function independently or as a part of a protein complex. Given the current lack of validated antibodies for BRWD1 in rodent brain tissues, we generated and fully validated knock-in mice that endogenously express BRWD1 with C-terminal FLAG-HA tags (*Brwd1*^*FLAG-HA*^) (Supplementary Fig. 10a–g). We precipitated soluble nuclear proteins from E17.5 or adult, wildtype (untagged) vs. *Brwd1*^*FLAG-HA*^ whole mouse brains with ammonium sulfate (Fig. 3a) and detected specific HA signal at the expected size of endogenous BRWD1-FLAG-HA protein by Western blot (Supplementary Fig. 11a, b). Native soluble nuclear proteins were then separated by density over a 10–30% glycerol gradient. The gradient fractions were immunoblotted for HA to indicate endogenous BRWD1-FLAG-HA and for nuclear protein complexes of known size. A single peak of full-length endogenous BRWD1-FLAG-HA was detected in high-density fractions containing the canonical BAF (~2 MDa) and PBAF (~3 MDa)^27^ complexes (Fig. 3b and Supplementary Fig. 11c). Notably, BRWD1-FLAG-HA (261 kDa) was not detected in low-density fractions containing AP-1 (160–440 kDa)^28^. These results suggested that BRWD1 functions as part of a large protein complex.

**Fig. 3:**
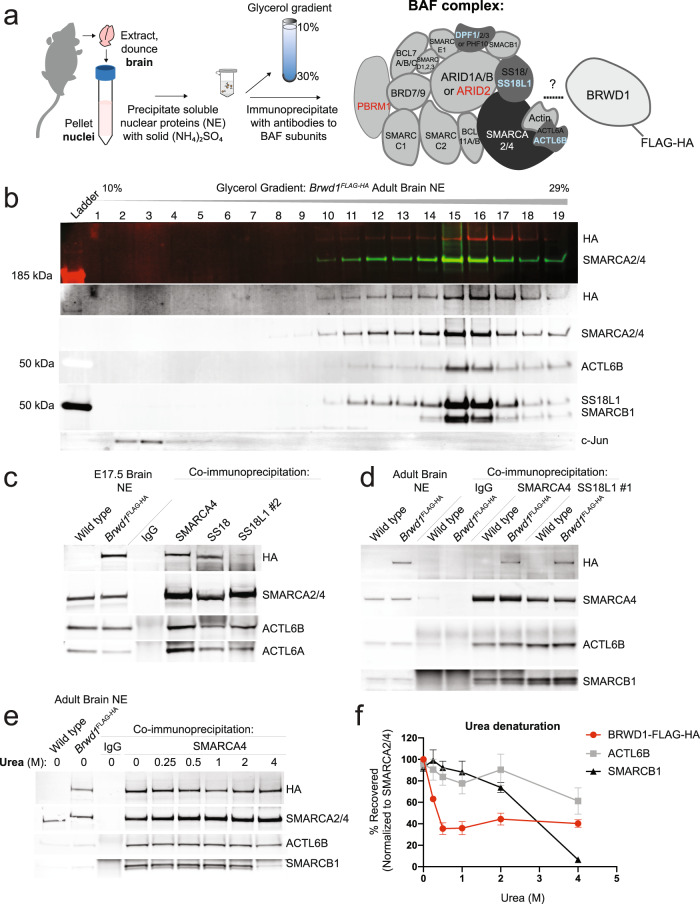
BRWD1 tightly associates with the BAF complex in euploid brain. **a** Schematic of mouse brain soluble nuclear protein extract (NE) preparation, density sedimentation of nuclear proteins over a 10–30% glycerol gradient, and immunoprecipitation of BAF chromatin remodeling complexes. Blue lettering indicates neuronal-specific BAF subunits. Red lettering indicates PBAF-specific subunits. **b** Density sedimentation of adult *Brwd1*^*FLAG-HA*^ brain NE over a 10–30% glycerol gradient indicates that BRWD1 predominantly associates with large protein complexes. Subunits of BAF and AP-1 complexes serve as molecular weight markers: SMARCA2/4 antibody indicates all BAF complexes including non-canonical GBAF (~1 MDa)^75^, canonical BAF (~2 MDa) and Polybromo-containing BAF (PBAF, ~3 MDa); ACTL6B and SS18L1 indicate neuronal-specific BAF complexes; c-Jun indicates AP-1 (160–440 kDa). HA signal at the expected molecular weight of BRWD1-FLAG-HA (~260 kDa) is observed in fractions containing the BAF complex. **c** Endogenous BRWD1-FLAG-HA interacts with BAF complexes in embryonic brain. BAF complexes were immunoprecipitated from *Brwd1*^*FLAG-HA*^ brain NE with antibodies against the BAF core ATPase SMARCA4, the neural progenitor subunit SS18, the neuronal subunit SS18L1 or IgG as a control. Endogenous BRWD1-FLAG-HA robustly co-immunoprecipitated with SMARCA4 and the neural progenitor subunit SS18, but less so with the neuronal subunit SS18L1 from E17.5 brain. **d** BAF complexes purified from adult *Brwd1*^*FLAG-HA*^ brain NE with antibodies against SMARCA4 or the neuronal subunit SS18L1 co-immunoprecipitate BRWD1-FLAG-HA. **e** The stability of the BAF:BRWD1-FLAG-HA interaction was challenged with increasing concentrations (0.25-4 M) of the denaturing agent, urea. A fraction of BRWD1 remained bound to BAF in up to 4 M urea, surpassing the stability of the dedicated BAF subunit, SMARCB1. **f** Quantification of urea denaturation experiments, as shown in **e**, with the amount of bound protein normalized to the amount of immunoprecipitated SMARCA4 (*n* = 3 experiments). Source data are provided as a source data file. See Supplementary Fig. 15 for uncropped blots with MW markers.

Given BRWD1’s role as a chromatin interacting protein^12–14^, we next tested the hypothesis that BRWD1 directly interacts with the BAF complex by performing a series of BAF immunoprecipitation (IP) experiments from embryonic or adult, wildtype *vs. Brwd1*^*FLAG-HA*^ brain nuclear extracts. At E17.5, the embryonic mouse brain is predominantly composed of immature neurons and neural progenitors^27^. Upon mitotic exit, neural progenitor BAF (npBAF) subunits SS18, ACTL6A (BAF53a) and DPF2 (BAF45d) are downregulated, and neuronal subunits SS18L1 (CREST), ACTL6B (BAF53b) and DPF1/3 (BAF45b/c) are upregulated, leading to the formation of the neuronal-specific BAF (nBAF) complex^27,29–31^. To learn if BRWD1 associates with BAF complexes during neural development, we immunoprecipitated (IP’d) BAF complexes from E17.5 brain nuclear extracts with antibodies to the homologous subunits SS18 (npBAF) or SS18L1 (nBAF), to the core BAF ATPase SMARCA4 (BRG1) or to IgG as a control. Endogenous BRWD1-FLAG-HA robustly co-IP’d with antibodies to SMARCA4 and SS18 (npBAF), and to a lesser extent SS18L1 (nBAF), indicating that BRWD1 associates with both npBAF and nBAF complexes in embryonic brain (Fig. 3c). We next immunoprecipitated BAF complexes from adult wildtype *vs. Brwd1*^*FLAG-HA*^ brain. We found that BRWD1-FLAG-HA co-IP’d with antibodies to core BAF subunits SMARCA4, SMARCC2 and SMARCB1; and with two different antibodies to the neuronal subunit SS18L1 (Fig. 3d and Supplementary Fig. 11b). Next, the stability of the BAF:BRWD1-FLAG-HA interaction was challenged with increasing concentrations of the denaturing agent, urea. In previous studies, transcription factor interactions with BAF were destabilized in as little as 0.25 M urea, while core BAF subunits resisted denaturation in up to 4 M urea^32,33^. Although ~60% of BRWD1 was destabilized in 0.5 M urea, we found that 40% remained bound to BAF through 4 M urea, surpassing the stability of the dedicated BAF subunit, SMARCB1 (Fig. 3e, and quantified in Fig. 3f). Thus, BRWD1 stably associates with BAF complexes in both embryonic and adult brain.

Since BRWD1 tightly interacted with BAF and co-migrated with it on the gradient, we next explored the possibility that BRWD1 is a dedicated subunit of BAF. Deleting BAF subunits can affect its assembly and migration glycerol gradients^34^. Therefore, we subjected nuclear extracts from *Brwd1* knockout mice to density sedimentation on a 10–30% glycerol gradient. *Brwd1*^*-/-*^ BAF complexes migrated normally, indicating that BRWD1 was not necessary for BAF assembly and did not contribute to the apparent molecular weight of BAF, possibly owing to substoichiometry (Supplementary Fig. 11d). We then subjected brain nuclear extracts from E17.5 or adult *Brwd1*^*FLAG-HA*^ mice to 3 rounds of immunodepletion with antibodies to BAF subunits or IgG, as indicated in the co-IPs in Fig. 3c, d. Antibodies to SMARCA4, SS18 and SS18L1 selectively and near-completely immunodepleted their target proteins from E17.5 brain nuclear extracts; however, non-target BAF subunits were co-depleted by only 20–30%, and BRWD1-FLAG-HA was depleted by ~20% only with the SS18 antibody (Supplementary Fig. 12a, b). From adult brain nuclear extracts, antibodies to SMARCA4 and SS18L1 immunodepleted their target proteins by 50–70%, while non-target BAF subunits were depleted by 20–50%, and BRWD1 was depleted by ~20% on average (Supplementary Fig. 12c–e). Although BRWD1 was immunodepleted in a similar manner to BAF subunits, we were unable to fully immunodeplete BAF complexes from nuclear extracts and therefore could not determine if BRWD1 is indeed dedicated to BAF.

Given BRWD1’s chromatin binding domains (bromo- and WD40 repeats) and stable interaction with BAF, we next investigated whether *Brwd1* upregulation in Ts65Dn mice may affect BAF genomic targeting and whether *Brwd1* copy number restoration might rescue any deficits observed. We performed ChIP-seq for the BAF complex using an antibody that recognizes SMARCA2/4 in euploid *vs*. Ts65Dn *vs*. Ts65Dn*;Brwd1*^*+/–*^ hippocampus from adult (6-week) males. In euploid animals, we detected the BAF complex primarily enriched at gene promoters, gene bodies and enhancers (Fig. 4a and Supplementary Fig. 13a–c), loci also marked by active histone PTMs, such as H3K27ac, H3K4me1, H3K4me3, H3K36me3, and H4K20me1) (Supplementary Fig. 13b). Importantly, differential analyses revealed that in Ts65Dn *vs*. euploid hippocampus, ~60.5% (2156/3563) of all SMARCA2/4 enriched protein coding gene (PCG) sites in euploid animals are altered in trisomic brain, with ~27.6% (595/2,156) of those differentially enriched sites being rescued by *Brwd1* copy number restoration (Fig. 4b and Supplementary Fig. 13c). More specifically, in Ts65Dn, we found that SMARCA2/4 binding was lost at promoters (64.1% downregulated events) compared to euploid (Supplementary Fig. 13c), and robustly increased in intergenic regions (90.2% upregulated events) (Supplementary Fig. 13c). Mapping these sites of differential SMARCA2/4 enrichment in mouse Ts65Dn brain against chromatin states identified from human brain, we similarly found that the BAF complex is mistargeted in trisomic hippocampus away from promoters or “poised” promoters and towards repressed genomic regions (e.g., repressed enhancers, heterochromatic loci and repetitive regions of the genome) (Fig. 4c and Supplementary Fig. 14a, b). Further odds ratio analyses revealed that PCGs that lost SMARCA2/4 binding in Ts65Dn *vs*. euploid hippocampus overlapped most significantly with upregulated genes in both Ts65Dn and human DS, as well as with rescued downregulated genes in Ts65Dn*;Brwd1*^*+/–*^, suggesting that BAF complex mistargeting away from promoters is associated with inappropriate induction of gene expression (Supplementary Fig. 13d, e). Finally, gene pathways significantly associated with rescued SMARCA2/4-bound PCGs (595 genes from Fig. 4b, c) included neuronal morphogenesis, synaptic transmission, and LTP (Fig. 4d), which is consistent with our earlier findings from bulk RNA-seq analyses presented in Fig. 2.

**Fig. 4:**
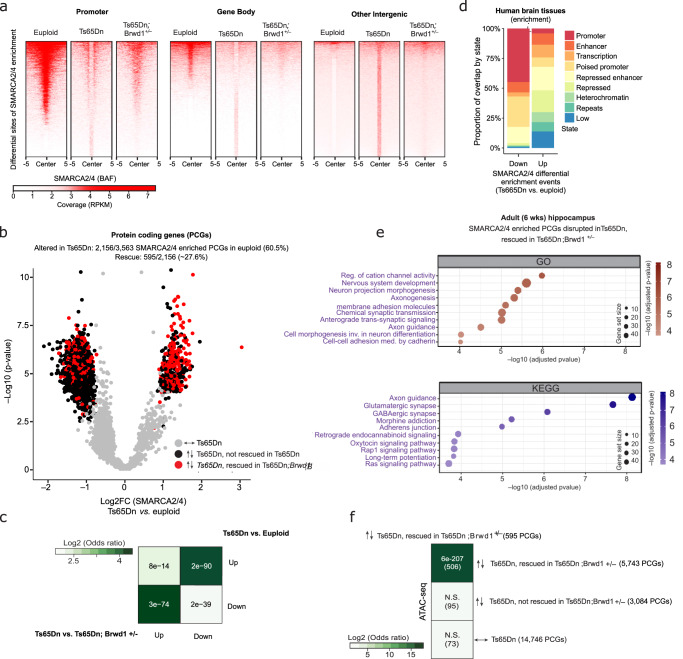
*Brwd1* renormalization partially rescues genomic BAF complex mistargeting in male trisomic brain. **a** Heatmaps of normalized SMARCA2/4 enrichment in euploid vs. Ts65Dn vs. Ts65Dn*;Brwd1*^*+/–*^ adult male (6-week) hippocampus centered (±5 kb) over sites of differential SMARCA2/4 enrichment comparing Ts65Dn vs. euploid mice, separated by genomic context. **b** Volcano plot depicting regulation of SMARCA2/4 enriched PCGs in euploid animals displaying differential enrichment in Ts65Dn mice; gray circles = unregulated PCGs. Of the PCGs regulated with respect to Smarca2/4 enrichment, 595 are rescued (red circles) in Ts65Dn*;Brwd1*^*+/–*^ mice, whereas the remainder of PCGs do not display such rescue (black circles). **c** Relative frequency (observed/expected overlap in base pairs) of each chromatin state within significant differentially enriched sites for SMARCA2/4 (Ts65Dn vs. euploid). Chromatin states were obtained from brain regions included in the Roadmap Epigenomics Project. **d** Bubble plots of GO terms (burgundy) and KEGG pathways (purple) displaying enrichment for rescued differentially enriched PCGs identified in **b** above. **e** Odds ratio analysis of overlapping differentially accessible sites in Ts65Dn vs. euploid animals and Ts65Dn*;Brwd1*^*+/–*^ animals, separated by direction of regulation. **f** Odds ratio analysis of overlapping PCGs displaying rescued differential SMARCA2/4 enrichment in Ts65Dn vs. euploid animals vs. PCGs displaying differential neuronal chromatin accessibility in Ts65Dn vs. euploid mice that are either rescued, or not, in their differential accessibility in Ts65Dn*;Brwd1*^*+/–*^ animals. Insert numbers indicate respective *p* values for associations, followed by the number of PCGs overlapping per category. See Supplementary Information Materials for full caption with *n*’s and statistics. Source data are provided as a source data file.

Based on BAF’s chromatin remodeling activity^35^, we predicted that sites of differential SMARCA2/4 enrichment may also be associated with changes in neuronal chromatin accessibility. To test this, we performed neuronal-specific ATAC-seq in euploid vs. Ts65Dn *vs*. Ts65Dn*;Brwd1*^*+/–*^ hippocampus from adult (6-week) male mice to identify differentially accessible chromatin regions across genotypes (Fig. 4e, Supplementary Fig. 13c and f,g). Consistent with our previous data, we found that *Brwd1* copy number normalization significantly restored chromatin accessibility changes observed in Ts65Dn brain, with ~65.1% (5,743/8,827) of differentially accessible PCG loci being rescued in the Ts65Dn*;Brwd1*^*+/–*^ genotype (Supplementary Fig. 13c). We also detected a highly significant overlap of PCGs that were found to be up-and down-regulated in Ts65Dn *vs*. euploid and Ts65Dn*;Brwd1*^*+/–*^ vs. Ts65Dn, respectively (Fig. 4e). Finally, we employed odds ratio analyses to compare PCGs with differential SMARCA2/4 enrichment to PCGs with altered chromatin accessibility in Ts65Dn animals. In doing so, we identified a significant association (~85%, 506/595) between BRWD1-rescued PCGs in both SMARCA2/4 enrichment and chromatin accessibility, indicating that BRWD1-mediated BAF mistargeting is associated with dysregulated chromatin structure (Fig. 4f).

## Discussion

In this study, we characterized roles for the epigenetic regulator, HSA21-encoded BRWD1, in DS-related phenotypes. Our findings demonstrated that elevated *Brwd1* expression is both necessary and sufficient to precipitate DS-related impairments in cognition, synaptic physiology, and gene expression in Ts65Dn mice – deficits which were rescued by genetic renormalization of *Brwd1* copy number. We showed that BRWD1 stably interacts with the BAF complex in embryonic and adult brain and contributes to BAF mistargeting in adult Ts65Dn hippocampus. Approximately ~60% of BAF peaks were altered in trisomy, with many of these BAF binding events being retargeted from promoters and poised genic regions towards intergenic regions of the genome. BAF mistargeting was associated with changes in transcription and chromatin accessibility, implicating alterations in chromatin remodeling as a causative factor underlying DS-related impairments. Restoring *Brwd1* copy number rescued ~27% of BAF mistargeting in Ts65Dn hippocampus, indicating that BRWD1 is an important determinant of BAF genomic localization in brain.

We hypothesize that BRWD1 may act as a substoichiometric component for a subset of BAF complexes in brain, in that it functions as a histone-targeting protein for a certain fraction of total BAF (including both npBAF and nBAF) in a context-specific manner. Its substoichiometric relationship to BAF is supported by its dosage-dependent effects on BAF targeting, the fact that *Brwd1* deletion does not affect BAF assembly or mass on a glycerol gradient, and BRWD1’s lower protein expression in mouse brain relative to other BAF subunits^36^. The observation that BAF was targeted away from “active” histone marks in trisomy does not necessarily mean that repressed regions are the primary target of BRWD1 in euploid neurons. In fact, BRWD1’s bromodomain 2 was found to bind to transcriptionally-activating H3K14 and K18 acetylation in vitro^37^, and its WD-repeat domain shares >84% identity with that of WDR5, which “reads” H3K4 as part of the MLL complex^38–40^. Whether BRWD1 directly binds histone modifications in brain, which histone marks it may bind to, and if its putative histone binding activity may contribute to BAF mistargeting in trisomy remain to be determined.

While no mouse model can fully recapitulate the complexity of the human DS disease state, the Ts65Dn line is unique amongst other commonly used DS models in that it carries triplicated MMU16 genes on a separate, freely segregating chromosome, *vs*. other models such as DP(16)1/Yey or Ts1Cje that harbor the HSA21-orthologous triplication as an extension or replacement on existing chromosomes^41^. Critically, this extra chromosome phenocopies the genomic instability caused by autosomal aneuploidy found in human DS, in addition to the HSA21 gene triplication. A recent study comparing three DS mouse models found that Ts65Dn exhibited features that most closely resembled the human symptomatic arc—particularly during embryonic time points, when Ts65Dn shows alterations in neuroanatomical features, cytoarchitecture (e.g., neocortical expansion/neurogenesis) and aberrant gene expression—while neither DP(16)1/Yey or Ts1Cje exhibited major prenatal symptoms^41^. Furthermore, in adults, Ts65Dn mice were found to display the most altered behavioral responses in hippocampal-dependent tasks and gene expression^41^. Interestingly, Ts65Dn males exhibited more profound developmental deficits and behavioral changes in adults compared with females, which paralleled aspects of sex differences observed in individuals with DS^41–44^, as well as the sex differences observed in the current study. One notable drawback of the Ts65Dn model is that the additional MMU16 chromosome also contains the centromeric region of MMU17, including ~30 non-HSA21 orthologous PCGs. This complication of the Ts65Dn model highlights the importance of our experimental design utilizing a specific gene rescue approach that maintains the Ts65Dn trisomic genetic background in order to more precisely determine if non-HSA21 genes are driving the deficits observed in these mice.

Interestingly, in female Ts65Dn mice, we found that Brwd1 levels are more modestly increased *vs*. euploid controls and exhibit greater variability in displaying Brwd1 increases in comparison to males. Notably, BRWD1 has been previously shown to display sex-specific functions and expression levels, particularly in the context of early reproductive cell genesis^11^. Past studies have demonstrated that, in females, the effects of altered levels of HSA21 (e.g., *Dyrk1a*) may be mitigated by buffering mechanisms involving ncRNAs and other compensatory pathways^45^. Furthermore, while contextual fear learning depends, in part, on neural plasticity in the hippocampus, we were surprised to find that hippocampal LTP was only impaired in male Ts65Dn mice—an effect that was rescued by *Brwd1* normalization. Consistent with this finding, our RNA-seq analyses directly comparing female *vs*. male Ts65Dn mice found that the most significant DE genes between the sexes in trisomy were associated with LTP. Furthermore, previous studies have found that male Ts65Dn mice have more severe hippocampal deficits than female mice, and that environmental enrichment improves female but not male Ts65Dn performance in spatial memory tasks^24^. In adult humans with DS, neurological symptoms are similar between males and females; however, male children with DS have been reported to display more externalizing behavioral deficits, including attention problems, thought problems, delinquent behavior and aggressive behavior^46^. Our results suggest that the mechanisms underlying cognitive impairments in Ts65Dn mice—and perhaps in DS individuals—may be different for males and females.

Additionally, it is important to consider that BRWD1 is not the only epigenetic regulator encoded on HSA21. Elevated expression of another HSA21-encoded gene, *DYRK1A*, has been observed in rodent models of DS and has been implicated in DS phenotypes^4,47^. Like BRWD1, DYRK1A overexpression can impair cognition in mice^48^, and restoring *Dyrk1a* to euploid copy number (or pharmacologically inhibiting it) can rescue DS-related cognitive impairments^49,50^, skeletal abnormalities^51,52^ and Alzheimer’s disease related phenotypes in trisomic mice^53^. Since BRWD1 and DYRK1A overexpression have strikingly similar effects on cognition, we hypothesize that they may function in the same pathway. DYRK1A also been shown to participate in BAF activity, most likely via its kinase activity. In support of this possibility, a study of phosphoproteins that showed treatment with a DYRK1A kinase inhibitor in Ts65Dn brain rescued altered phosphorylation of BAF complex subunits^48^. Importantly, our data suggest that BRWD1 may also contribute to BAF function through its binding to histone modification marks, thereby guiding the genomic targeting of BAF to facilitate chromatin restructuring. Therefore, our findings support a model in which BRWD1 renormalization may rescue the effects of BAF dysregulation, despite high levels of DYRK1A. How *BRWD1* may genetically interact with *DYRK1A* or other HSA21-encoded proteins to regulate cognition is an important avenue for future research. In future studies aimed at validating and investigating DS-related mechanisms in models for human brain development, such as cerebral organoids, it will be important to evaluate the effects of single allele mutations for key HSA21 genes (e.g., *BRWD1*) in DS patient-derived systems and examine DS-related molecular signatures for evidence of genetic contributions and interactions in DS.

In conclusion, we demonstrated that a previously uncharacterized binder of the BAF complex, BRWD1, is critically involved in regulating aberrant neuronal gene expression patterns in DS-like brain, which precipitate synaptic and cognitive deficits associated with this disorder. Increased *Brwd1* expression results in BAF genomic mistargeting, inappropriate patterns of chromatin accessibility and dysregulated gene expression contributing to aberrant plasticity. Gaining a better understanding of BRWD1’s precise functions within the BAF complex, as well as its potential histone “reader” activities, will greatly improve our knowledge of the molecular underpinnings of DS.

## Methods

### Cell culture

#### hiPSCs, NPCs, and neurons

Reprogrammed, de-identified fibroblasts from one mosaic Trisomy 21 (Ts21) patient (line AG05397)—yielding Ts21 hiPSCs and an isogenic control—were provided by Dr. Anita Bhattacharyya (UW–Madison) and were generated and karyotyped, as previously described^6^. Rosettes were cultured in NPC medium (DMEM/F12, 1x N2, 1x B27-RA (Life Technologies), 1 μg ml^−1^ Laminin and 20 ng ml^−1^ FGF2) and dissociated in TrypLE (Life Technologies) for 3 min at 37 °C. NPCs were maintained at high density, grown on poly-ornithine/laminin or Matrigel (BD) coated plates in NPC medium and split approximately 1:4 every week with Accutase (Life Technologies)^54,55^. For neuronal differentiations, NPCs were dissociated with Accutase and plated in neural differentiation medium (DMEM/F12, 1× N2, 1× B27-RA, 20 ng ml^−1^ BDNF (Peprotech), 20 ng ml^−1^ GDNF (Peprotech), 1 mM dibutyryl-cyclic AMP (Sigma), 200 nM ascorbic acid (Sigma) onto poly-ornithine /laminin-coated plates and matured for 4 weeks.

#### ANIMALS

All mice used in DS related studies exist on a mixed genetic background, with comparative groups (euploid *vs. Brwd1*^*+/–*^ *vs*. Ts65Dn vs. Ts65Dn;*Brwd1*^*+/–*^) maintained on the same mixed background (DBA/2J x B6EiC3Sn/J) for experimental testing. Briefly, trisomic *Ts(17*^6^*)65Dn* (Ts65Dn) females (Jackson Labs Stock 001924) were crossed to B6EiC3Sn/J (Stock 001875) euploid males to generate euploid and Ts65Dn animal littermates for initial *Brwd1* expression analyses. *Brwd1*^*repro5*^ mutant mice (Mouse Genome Informatics [MGI] ID 3512929)^11^ were kindly provided by Dr. John Schimenti (Cornell). Heterozygotic *Brwd1*^*repro5*^ mutant male mice, aka *Brwd1*^*+/–*^ (fully backcrossed > 10 generations to B6EiC3Sn/J to match the breeding scheme for euploid vs. Ts65Dn animals), were crossed to Ts65Dn females to generate euploid *vs. Brwd1*^*+/–*^ vs. Ts65Dn *vs*. Ts65Dn;*Brwd1*^*+/–*^ animals for genetic rescue experiments. All animal protocols were approved by the IACUC at the Icahn School of Medicine at Mount Sinai (ISMMS).

### Generation of Brwd1^FLAG-HA^ mice by CRISPR/Cas9 genome editing

Given that suitable antibodies for the detection of endogenous Brwd1 in rodent tissues are not commercially available, we generated *Brwd1*^*FLAG-HA*^ mice for in vivo interrogations. An optimal guide sequence was selected using online software at mit.crispr.edu. The selected guide RNA sequence corresponding to *Brwd1* was as follows: CAGCCTACTCCGAGG. The DNA template for making sgRNA was generated using a cloning-free overlap PCR method, essentially as described^56^. The DNA template was reverse transcribed into RNA using an Ambion MEGAshortscript T7 Transcription Kit (cat#AM1354), then purified using Qiagen MinElute columns (cat#28004). For pronuclear injection, the sgRNA (50 ng/μL), ssODN (50 ng/μL, IDT Ultramer Service), and Cas9 mRNA (25 ng/μL, TriLink) were co-injected into zygotes (F1 hybrids between strains FVB/NJ and B6(Cg)-Tyrc-2J/J) then transferred into the oviducts of pseudopregnant females. Founders carrying at least one copy of the desired alteration were identified and backcrossed into FVB/NJ. Initial phenotyping was done after one backcross generation, and additional phenotyping was done with mice backcrossed at least two or more generations (Supplementary Fig. 10).

**Table:** 

	PURPOSE	SEQUENCE (5′ to 3′)
ssODN with 1xFLAG and 1xHA	CRISPR/Cas9	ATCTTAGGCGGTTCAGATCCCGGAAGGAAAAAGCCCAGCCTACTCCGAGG **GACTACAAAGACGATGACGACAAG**GGG**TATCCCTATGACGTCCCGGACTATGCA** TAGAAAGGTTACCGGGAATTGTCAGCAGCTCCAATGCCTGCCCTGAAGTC
sgRNA Template (T7 Forward)	CRISPR/Cas9	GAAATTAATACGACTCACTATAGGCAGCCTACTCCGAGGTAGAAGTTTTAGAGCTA GAAATAGC
sgRNA Template (T7 Reverse)	CRISPR/Cas9	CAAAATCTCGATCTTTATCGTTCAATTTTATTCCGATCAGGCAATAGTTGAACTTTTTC ACCGTGGCTCAGCCACGAAAA
Brwd1 Common Primer (Forward)	Genotype, RT-qPCR	TGCATAGTGACACCCTGAAAG
Brwd1 Common Primer (Reverse)	Genotype, RT-qPCR	3′-GCTGTGTAGAGCTAACTGGAAG-5′
Epitope-Specific Primer (Reverse)	RT-qPCR	3′-TCCGGGACGTCATAGGGATA-5′
Brwd1 repro5 Primer (Forward)	Genotype	ATGGCCACTGTAGGTTCAGC
Brwd1 repro5 Primer (Reverse)	Genotype	TTAAAGTCCACGACCCCTGA

### Sequences of primers and oligonucleotides

#### Brwd1^FLAG-HA^ genotyping

Crude lysates for PCR were made from small tissue biopsies (tail, toe or ear punches). Genotyping primers are listed above. PCR reactions were carried out as follows: initial denaturation at 95° for 5 min, then 30 cycles of 95° for 30 s, 58° for 30 s, 72° for 30 s, and a final elongation at 72° for 5 min. For identification of *Brwd1*^*FLAG-HA*^, amplicons were analyzed on high percentage agarose gels. The WT allele yields a band at 454 bp, and the FLAG-HA allele yields a band at 508 bp.

***Housing and oversight***

Mice were group housed (separated by sex)—with the exception of surgerized animals, which were singly housed post-surgery—under a 12-h-light/dark cycle at constant temperature (25 °C) and humidity with ad libitum access to food and water. Animals arriving from external sources were allowed at least one week of habituation to housing conditions prior to experimentation. Both male and female mice were assessed in these studies [embryonic/E17.5 (mixed male and female) and adult (6-week, males and females analyzed separately). All procedures were performed in accordance with NIH guidelines and the Institutional Animal Use and Care Committees (IACUC) at the Icahn School of Medicine at Mount Sinai, Michigan State University and Cornell University.

### RNA isolation and qPCR

hiPSC neurons were collected following differentiation (4 weeks) and pellets were immediately homogenized in RLT buffer (Qiagen). Forebrain from E17.5 embryos, and whole mPFC, hippocampus and cerebellum were collected from 6-week-old mice and flash frozen. For validation of *Brwd1* overexpression in viral transduction experiments, mice were euthanized 4 days following viral infusion and brains were flash frozen. Infected brains were then sectioned at 100 μm on a cryostat and GFP was illuminated using a NIGHTSEA BlueStar flashlight to microdissect virally transduced tissues. All tissues were homogenized in Trizol (Thermo Fisher). RNA was isolated on RNeasy Microcolumns (Qiagen) following the manufacturer’s instructions. RNA was then reverse transcribed using iScript (BioRad cat# 1708891) and cDNA was quantified by qPCR using SYBR Green (Qiagen). Each sample was run with technical replicates and gene expression fold changes were calculated using the ΔΔCt method normalized against the housekeeping gene *GAPDH/Gapdh*. For *Brwd1* rescue validations, Brwd1_3′ primers were used, and for all other mouse assessments, Brwd1 primers were used. Sequences of qPCR primers (forward and reverse) used are as follows:

Mouse

GapdhF: AGGTCGGTGTGAACGGATTTG

GapdhR: TGTAGACCATGTAGTTGAGGTCA

Brwd1_3′F: GCCTGGTGTTCAGATGCTGTG

Brwd1_3′R: GCTGTTCCATCTCGGCTACCA

Brwd1F: TGAGTGATGCAGAGGATTCG

Brwd1R: TGCTGTTGTGGACAGAATGG

FosF: GAACGGAATAAGATGGCTGC

FosR: TTGATCTGTCTCCGCTTGG

Npas4F: CTGCATCTACACTCGCAAGG

Npas4R: GCCACAATGTCTTCAAGCTCT

Zif268F: ACCACAGAGTCCTTTTCTGAC

Zif268R: AAGCGGCCAGTATAGGTGATG

BdnfF: TCAGCAGTCAAGTGCCTTTG

BdnfR: TCAGTTGGCCTTTGGATACC

Human

GAPDHF: AATCCCATCACCATCTTCCA

GAPDHR: TGGACTCCACGACGTACTCA

BRWD1F: AGCCCTTTGCACTCGTTATG

BRWD1R: GGGTTTCAGTTGGCACAATC

For initial validations of the *Brwd1*^*FLAG-HA*^ line, testes were harvested from 8-week-old wildtype, heterozygous and homozygous tagged mice, and tissues were homogenized. In brief, total RNA was extracted and purified using Trizol following the manufacturer’s instructions. Next, 1.5ug of RNA from each condition was reverse transcribed into cDNA using qScript cDNA SuperMix kit (Quantabio; cat# 101414-102). The resulting cDNA was used as a template and combined with Fast SYBR Green Master Mix (Life Technologies) for qPCR. Custom primers were designed using Primer3 and are listed in the Table above. Assays were run on a CFX96 Touch^TM^ Real-Time PCR Detection System (BIO-RAD), where each sample was run in triplicate. The Ct values were obtained and averaged per triplicate reaction and then normalized to *GAPDH*.

### Immunocytochemistry

Human cells were fixed in 4% paraformaldehyde in PBS at 4 °C for 10 min, permeabilized at room temperature for 15 min in 0.1% Triton in PBS and then blocked in 5% donkey serum with 0.1% Triton at room temperature for 30 min. The following primary antibodies and dilutions were used: goat anti-NANOG (R&D), 1:200; mouse anti-TRA1-60 (Chemicon), 1:100; mouse anti-human NESTIN (Chemicon), goat anti-SOX2 (Santa Cruz), 1:200; rabbit anti-βIII-tubulin/Tuj 1 (Covance), 1:200; mouse anti-MAP2AB (Sigma), 1:200. Secondary antibodies used include Alexa donkey 488 and 568 anti-rabbit (Life Technologies), Alexa donkey 488 and 568 anti-mouse (Life Technologies), and Alexa donkey 488 and 568 anti-goat (Life Technologies); all were used at 1:300. To visualize nuclei, slides were stained with 0.5 μg ml−1 DAPI (4′,6-diamidino-2-phenylindole) and then mounted with Vectashield.

### Field electrophysiology

Acute slices were prepared from 6-week-old mice, as previously described^57,58^. Briefly, mice were deeply anesthetized with isoflurane, and their brains were rapidly removed and immersed in an ice-cold modified ACSF solution containing: 215 mM sucrose, 2.5 mM KCl, 1.6 mM NaH_2_PO_4_, 4 mM MgSO_4_, 1 mM CaCl_2_, 4 mM MgCl_2_, 20 mM glucose, and 26 mM NaHCO_3_ (pH = 7.4, equilibrated with 95% O_2_/5% CO_2_). Coronal brain slices (400-µm thick) containing the hippocampus were prepared with a vibrating slicer (VT1000S; Leica Microsystems) and then incubated at room temperature for ≥3 h in physiological ACSF, containing (in mM): NaCl (120), KCl (3.3), Na_2_HPO_4_ (1.2), NaHCO_3_ (26), MgSO_4_, (1.3) CaCl_2_ (1.8) and glucose (11), equilibrated to pH 7.4 with 95% O_2_ and 5% CO_2_. Hemi-slices were transferred to a submersion recording perfused with ACSF at a flow rate of ~2 mL/min using a peristaltic pump; experiments were performed at 28.0 ± 0.1 °C. Recordings were acquired with a GeneClamp 500B amplifier and Digidata 1440A digitizer (Molecular Devices), with all signals low-pass filtered at 2 kHz and digitized at 10 kHz. Field excitatory postsynaptic potentials (fEPSPs) were recorded with a patch-type pipette filled with ACSF (*R*_e_ = 2–3 MΩ), positioned in the middle third of stratum radiatum in area CA1. fEPSPs were evoked by 60-µs square-wave monophasic stimuli generated by an ISO-Flex stimulus isolator (A.M.P.I.) and delivered to the Schaffer collaterals by a concentric bipolar electrode (FHC) positioned in the middle third of stratum radiatum, 150–200 µm away from the recording pipette. Input-output curves were generated by a series of stimuli in 0.1-mA steps. Paired-pulse ratios (PPR) were determined by delivering two stimuli at intervals of 20, 50, and 100 ms; each interstimulus interval was repeated three times, and the resulting potentials were averaged. PPR was calculated as slope of the second fEPSP divided by slope of the first fEPSP. Long-term potentiation (LTP) was induced after 20 min of stable baseline recordings (at 0.033 Hz) by theta-burst stimulation (TBS), which consisted in a series of 10 bursts of 4 stimuli (100 Hz within the burst, 200-ms interburst interval), repeated four times (10 s apart), and delivered at a stimulus intensity that produced a baseline response of 75% of spike threshold. Following TPS, stimulation at 0.033 Hz resumed for 60 min. All results were analyzed by ANOVAs followed, where appropriate, by Tukey post-hoc tests.

### Patch electrophysiology

All recordings were carried out blind to the experimental conditions. Male C57BL/6 3-month-old mice were injected intra-CA1 with either HSV-GFP or HSV-BRWD1-GFP. After 4–5 days of expressing HSV-GFP vs. HSV-BRWD1-GFP, mice were perfused with cold artificial cerebrospinal fluid (aCSF) containing (in mM): 128 NaCl, 3 KCl, 1.25 NaH2PO4, 10 D-glucose, 24 NaHCO_3_, 2 CaCl_2_, and 2 MgCl_2_ (oxygenated with 95% O_2_ and 5% CO_2_, pH 7.35, 295–305 mOsm). Acute brain slices containing CA1 were cut using a microslicer (DTK-1000, Ted Pella) in sucrose-ACSF, which was derived by fully replacing NaCl with 254 mM sucrose, and saturated by 95% O_2_ and 5% CO_2_. Slices were maintained in the holding chamber for 1 h at 37 °C. Slices were transferred into a recording chamber fitted with a constant flow rate of aCSF equilibrated with 95% O_2_/5% CO_2_ (2.5 ml/min) and at 35 °C. Glass microelectrodes (2–4 MΩ) filled with an internal solution containing (mM): 115 potassium gluconate, 20 KCl, 1.5 MgCl_2_, 10 phosphocreatine, 10 HEPES, 2 magnesium ATP and 0.5 GTP (pH 7.2, 285 mOsm). All recordings were performed in GFP labeled cells located in the CA1 pyramidal layer. Cell excitability of CA1 neurons expressing GFP was measured with 2 s incremental steps of current injections (50, 100, 150, and 200 pA) at −70 mV holding potential. Series resistance was monitored during all recordings at the beginning and end of each recording, and data were rejected if values changed by more than 20%. All data acquisition and on-line analysis were collected using 700B amplifier, Digidata 1322 A digitizer, and pClamp 10.2 (Molecular Devices). Spontaneous excitatory postsynaptic currents (sEPSCs) were recorded in voltage clamp at a holding potential of −70 mV with series resistance of <6 MΩ, in the presence of picrotoxin (50 μM). For recording sEPSCs, the external aCSF solutions contained 50 μM dl-2-amino-5-phosphonovaleric acid (AP-5) to block NMDA receptors. The ionic composition of the internal (pipette) solution for voltage-clamp studies of sEPSC consisted of (in mM) 140 CsCl, 10 phosphocreatine, 2 MgCl_2_, 10 EGTA, 2 magnesium ATP and 0.5 GTP and 10 HEPES with a pH adjusted with CSOH. sEPSC was analyzed with the MiniAnalysis software (Synaptosoft). Briefly, sEPSCs were detected automatically using an amplitude threshold of 10 pA and then visually accepted or rejected based upon the rise and decay times. Spontaneous inhibitory postsynaptic currents (sIPSCs) were recorded in aCSF containing kynurenic acid (3 mM), with the holding potential set at 0 mV. To compute the average sIPSCs, the synaptic events with single-peaks were aligned with the rise time. The amplitude of GABA-activated tonic current was measured as the difference in the baseline holding current before and after the application of bicuculline.

### Behavior

#### Fear conditioning (FC)

Mice (6–8 weeks old) were habituated to the testing room for 20 min prior to training. Mice were then trained over three conditioning trials, each consisting of random intervals with a 2.0-s, 0.6-mA foot shock. Training in context A was conducted in a dark room with white noise. Context A chambers consisted of a square plexiglass chamber with metal rods (which delivered the shock during training), and the floor had been washed with 70% ethanol. Context B (no training) was conducted in white light with no noise and consisted of a cylinder plexiglass chamber with a flat white plastic floor that had been washed with Micro-90. Context B chambers had a solution of 10% vanilla extract placed next to them.

Testing for conditioned fear responses (freezing) to the trained context occurred 24 h following training. Mice were equally divided and placed into either Context A or Context B for 5 min and total seconds of freezing were recorded (EthoVision). Mice were then exposed to the opposite context 4 h following the first testing session and freezing was recorded. Freezing was expressed as a percentage of the total test time.

#### Temporally dissociated passive avoidance (TDPA)

Passive avoidance learning was assessed in mice, modified from a published protocol^59^. For conditioning, mice were placed into the lighted side of a divided light-dark chamber (Coulbourn Instruments). After 1 min, the entry door to the dark side was raised and latency to crossover to the dark side was recorded. Entry was defined as whole body, including all four paws and tail base, on the dark side. Upon an entry, the door was closed. 30 s later, mice were administered a mild electric footshock (0.8 mA, 2 s duration), and following another 30 s, mice were returned to their home cage. Mice were tested the following day. Testing was conducted in the same manner as conditioning. When a criterion of 300 s spent in the light side was reached, a mouse would be returned to its home cage.

#### Open field

For locomotion and anxiety-like behaviors, mice were placed in an open field apparatus (Omnitech Electronics, Inc., Columbus, OH), which consisted of a 16 × 16-in. plastic chamber surrounded by 16 photobeam detectors along the *x*- and *y*-axis to measure horizontal movement. Mice were placed in the open field apparatus for 30 min and distance and time in center vs. periphery were recorded. Behavior was analyzed using Fusion software (Version 5.6, Omnitech Electronics, Inc.).

#### Elevated plus maze (EPM)

Anxiety-like behavior was assessed in mice conducted using the EPM test^60^. Mice acclimated to the maze room for 30 min prior to testing. During testing, mice were placed into the center of the maze and allowed to explore for 5 min before being placed back into their home cage. Behavior was measured using automated videotracking software (CleverSys, Inc.).

#### Sucrose preference

A 2-bottle choice test protocol was used for assessing sucrose preference^61^. Mice were single-housed for 24 h prior to testing and then throughout the experiment. Custom bottles (2 per cage) containing RO water were first placed into the cages for 4 days for a baseline assessment of bottle preference. For the testing period, one of the bottles was replaced with a 2% sucrose solution in RO water for 4 more days. Bottle weights were measured daily every morning (9 A.M.) throughout the experiment, switched sides (left or right side of cage top) daily, and preference for the sucrose-containing bottle was assessed.

#### Morris water maze (MWM)

Water maze testing was conducted as previously described^60^. Briefly, swim behavior was measured in a water pool filled with white beads and a platform. Prior to surgeries, to acclimate mice to the water maze, animals were trained to find a visible, cued platform randomly placed at different locations for six 60 s trials. After surgeries, training was conducted across 4 daily trials (1 h intertrial intervals) for 5 days to locate a hidden platform. Trials lasted 60 s or when the mouse reached the platform, whichever came first. 24 h after the last day of training, a 60 s probe test was conducted, where the platform was removed. Trial latency and swim speed (cm/s) were recorded during both training and testing. Quadrant time was recorded during the probe test.

### Generation of HSV viral constructs

The mouse BRWD1-FLAG-HA coding sequence was subcloned into the bicistronic p1005+ HSV plasmid expressing GFP under the control of the human immediate early cytomegalovirus promoter (CMV). An IE4/5 promoter drives BRWD1-FLAG-HA expression. HSV-GFP vectors were used as controls in behavioral experiments. Viral constructs were packaged at the Gene Technology Core (Massachusetts General Hospital).

We used HSV vectors in our studies of sufficiency for the following reasons: 1) HSVs solely infect neuronal cell bodies within an injected region of brain; 2) HSV-encoded transgenes are expressed very rapidly (within 12 h) but only transiently (they dissipate within 7 days); and 3) it was necessary to use HSV vectors to express BRWD1, since the *Brwd1* gene far exceeds the maximum insertion size for other neuronal specific vectors, such as AAVs. While complementary to our copy number restoration studies, the expression of *Brwd1* per HSV-infected neuron likely exceeds that of the trisomic context, a phenomenon that should be considered when comparing phenotypes arising from the two manipulation strategies.

#### Novel environment (NE)

For immediate early gene (IEG) qPCR assessments in Fig. S4A, microdissected tissues from mice transduced with HSV-GFP vs. HSV-BRWD1-GFP (CA1) were collected from animals either in their home cage (HC) or after being moved to a NE for 30 min vs. 90 min.

### Stereotaxic surgery and viral delivery

Animals were anaesthetized with a ketamine/xylazine solution (100/10 mg/kg) i.p. and then positioned in a stereotaxic frame (Kopf instruments). HSV-BRWD1 or HSV-GFP were bilaterally infused (0.5 µL at 0.1 µL/min; 7° angle) into dorsal hippocampus using the following coordinates: −2.2 AP, ±2.0 ML, −2.0/−1.8 mm from bregma. All tissue collections and/or behavioral experiments commenced 24 h to 4 days after surgery.

### Immunohistochemistry (IHC)

For viral *Brwd1* overexpression studies, mice were anesthetized with a ketamine/xylazine solution (100/10 mg/kg) 4 days following viral infusions and transcardiacally perfused with cold phosphate-buffered saline (PBS)/4% paraformaldehyde (PFA). Brains were post-fixed overnight (~12 h) in 4% PFA and then cryoprotected in 30% sucrose/PBS 1× for 2 days at 4 °C. Brains were sectioned at 40 μm on a cryostat. Brain sections were then incubated overnight at room temperature with primary antibodies. Antibodies used for hippocampal brain sections: anti-chicken GFP. The following day, brain sections were washed 3× in 1× PBS and then incubated for 2 h at room temperature with a fluorescent-tagged Alexa Fluor antibodies, washed 3× in 1× PBS and then incubated with DAPI (1:10,000) for 5 min at room temperature. Brain sections were then mounted onto slides with Prolong Gold and immunofluorescence was visualized using a confocal microscope (Zeiss LSM 780).

#### Double labeling of HA-tag with DDX4 in mouse testis

4-μm–thick sections of paraformaldehyde-fixed/paraffin-embedded mouse testis were used for immunohistochemical analyses. After deparaffinization in xylene and rehydration in graded ethanol, heat-activated antigen retrieval was performed in Tris-EDTA (pH9.0) for 20 min. Endogenous peroxidase activity was quenched with 0.3% hydrogen peroxide in distilled water for 10 min. The HA-tag and DDX4 IHC detections were performed using an ImmPRESS HRP Anti-Rabbit Ig (Peroxidase) Polymer Detection Kit and an ImmPRESS™-AP Anti-Rabbit IgG (alkaline phosphatase) Polymer Detection Kit, respectively (Vector Laboratories), following the kit instructions. Rabbit anti-HA-tag antibody was used at 1:50 and labeled with DAB, while rabbit anti-DDX4 was used at 1:1000 and labeled with Red substrate. Finally, tissues were counterstained with hematoxylin and mounted with Permount. IHC results were examined by Olympus AX 70 compound microscope equipped with MicroFire camera and PictureFrame for image processing and capture (Optronics).

### Primary cortical neuronal culture

Pregnant female mice were euthanized and cortices from E16 embryos were dissected. Tails from each embryo were collected for genotyping. Cortices were incubated individually in trypsin-EDTA (0.25%; Gibco) for 10 min to dissociate and neurons were plated at 0.6 million cells per well in six-well Poly-D-Lysine (Sigma) coated plates in DMEM (Gibco) containing 10% fetal bovine serum and 1% penicillin–streptomycin. The following day, the medium was changed to a serum-free medium containing neurobasal and B27 (Gibco) and AraC to inhibit glial cell proliferation. Half media changes occurred every 4 days. Cells were maintained at 37 °C, 5% CO_2_, and 95% humidity. Cells were collected at DIV12 for RNA sequencing.

### RNA-SEQ library preparation and sequencing

Following RNA purification with trizol and the Qiagen RNAeasy Minelute kit (Cat.# 74204), libraries were prepared using the TruSeq RNA Library Prep Kit v2 according to Illumina protocols, multiplexed library sizes were validated on an Agilent Bioanalyzer system and then sequenced (single-read) on an Illumina HiSeq 4000 or Illumina NovaSeq 6000 sequencer.

### RNA-SEQ analyses

Raw sequencing reads from mouse embryonic forebrain, e17.5 primary neuronal cultures, or adult hippocampus were mapped to mm10 using HISAT2(Version 2.2.1 + galaxy0)^62^. Counts of reads mapping to genes were obtained using featureCounts(v2.0.1 + galaxy2)^63^ against Ensembl v90 annotation. Read counts were normalized using RUVr (v1.24.0), and differential expression analysis was done using the DESeq2 package (v1.6.3)^64^—for both likelihood-ratio-test and pairwise comparisons—at FDR cutoffs of 0.1. 

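The paper's text does not give the number of RUVr factors, the filter on low counts or the libraries that entered each fit. The paper's supplementary tables of DE genes list a mean count for each gene. For the 1546 genes matched in the table of male Ts65Dn vs euploid, the mean over all 47 adult libraries after DESeq2's size factors differed from the listed mean by a median absolute log2 ratio of 4.81e-05. Over the 23 male libraries alone it differed by 0.122. DESeq2 was therefore also run on all 6 adult groups together, with 0 to 6 RUVr factors and several filters. For the listed genes of male Ts65Dn vs euploid, the log2 fold changes differed from the paper's by a median absolute value of 0.000108 with 3 factors. With 2 and 4 factors it was 0.00176 and 0.000591. For male Ts65Dn;Brwd1+/– vs Ts65Dn the medians were 0.000124 with 3 factors, 0.00113 with 2 and 0.000356 with 4. The fit with 3 factors came nearest to the supplementary tables, gene by gene as well as in counts. This fit was followed further, so it was chosen after seeing the values. Of the 947 male Ts65Dn vs euploid genes of the paper's list that could be matched by identifier, it called 942, and of the 789 of Ts65Dn;Brwd1+/– vs Ts65Dn it called 786. The edgeR fit without RUVr factors gave the same sign for all of these genes and called 131 and 0 of them.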

GO analyses were conducted using iDEP[Ge, 2018 #12]. Odds ratio analyses between DE gene lists and human DS RNA-seq^20^ were conducted based on gene names using geneOverlap (*GeneOverlap: Test and visualize gene overlaps*. R package version 1.23.0.

### Experiments related to BAF-BRWD1 complex associations

#### Ammonium sulfate precipitation of soluble brain nuclear proteins

Adult or E17.5 mouse brains were extracted, flash-frozen in liquid nitrogen and stored at −80 °C. Brains were thawed in 10 mL of ice-cold Buffer A [10 mM HEPES, pH 7.5, 25 mM KCl, 1 mM EDTA, 0.1% NP40, 10% glycerol, plus 1 mM DTT, protease inhibitor tablet (Roche), 1 mM sodium orthovanadate, and 10 mM sodium butyrate freshly added at time of use]. Nuclei were released from cells by douncing brain tissues with ten strokes of a loose-fitting pestle, followed by ten strokes with a tight-fitting pestle on ice. The lysates were then centrifuged at 1700 × *g* for 10 min at 4 °C to pellet nuclei. The nuclei were washed 2× with 5 mL ice-cold Buffer A and then washed 1× in 3 mL Buffer C [10 mM HEPES pH 7.5, 100 mM KCl, 1 mM EDTA, 3 mM MgCl_2_, 10% glycerol plus 1 mM DTT, protease inhibitor tablet (Roche), 1 mM sodium orthovanadate, and 10 mM sodium butyrate freshly added at time of use]. The supernatant was removed from the pelleted nuclei and the volume was adjusted to 2.8 mL exactly with Buffer C. The resuspended nuclei were then divided evenly into four 1.5 mL microcentrifuge tubes. To each 700 μL of resuspended nuclei, 77.7 μL of 3 M ammonium sulfate was added drop-wise to lyse nuclei and salt out the DNA. The solutions were rotated at 4 °C for 30 min to overnight (overnight worked slightly better). DNA was pelleted by ultracentrifugation (Beckman Coulter) at 100,000 rpm for 15 min at 4 °C. The supernatant containing soluble nuclear proteins was transferred to a clean 1.5 mL microcentrifuge tube and 233 mg of solid ammonium sulfate was added to precipitate soluble nuclear proteins. The mixture was rotated for 20 min to overnight at 4 °C. The precipitated nuclear proteins were pelleted by ultracentrifugation at 100,000 rpm for 20 min at 4 °C. Pelleted nuclear proteins from brain tend to float on top of the buffer and so the buffer must be carefully removed. Nuclear extracts (4 tubes/brain) were then stored at −80 °C.

#### Density sedimentation (10–30% glycerol gradient)

Brain nuclear extract from one quarter to half of an adult mouse brain (wild type, *Brwd1*^*−/−*^ or *Brwd1*^*FLAG-HA*^) was resuspended in 220 μL ice cold HEMG-0 buffer (50 mM HEPES pH 7.9, 100 mM KCl, 0.1 mM EDTA, 12.5 mM MgCl_2_, plus 1 mM DTT, protease inhibitor tablet (Roche), 1 mM sodium orthovanadate, and 10 mM sodium butyrate freshly added at time of use). Of this, 10% was reserved as input. In the meantime, a 10 mL, 10–30% gradient of glycerol in HEMG buffer was poured into a 14 × 89 mm polyallomer centrifuge tube (Beckman Coulter cat. # 331372). The resuspended nuclear extract was carefully laid atop the gradient and then centrifuged in an SW41 rotor at 40,000 rpm for 16 h at 4 °C. Twenty 0.5 mL fractions were carefully collected and 10% of each fraction was run on an SDS PAGE gel. Nuclear proteins were transferred overnight (26 h was optimal for 260 kDa BRWD1) at 85 mA (constant amperage) to a PVDF membrane and then immunoblotted using antibodies to subunits of the BAF complex or to HA (see Antibodies).

#### Co-immunoprecipitations

Antibodies raised against subunits of the BAF complex (see Antibodies) were bound to Protein G Dynabeads (ThermoFisher cat. # 10009D) at a ratio of 8 μg antibody: 50 μL Dynabeads per IP. The unbound antibody was removed and the beads were washed 3× in immunoprecipitation (IP) buffer [20 mM HEPES pH 7.5, 150 mM KCl, 1 μM CaCl_2_, 1 mM MgCl_2_, 0.1% Triton X-100, 10% glycerol, plus 1 mM DTT, protease inhibitor tablet (Roche), 1 mM sodium orthovanadate, and 10 mM sodium butyrate freshly added at time of use]. Nuclear protein pellets were resuspended in 220 μL IP buffer and the protein concentration was determined by Bradford assay. For each IP, 250–350 μg of nuclear extract was resuspended to 0.25 mg/mL and added to the antibody-bound beads (note that the dilute concentration of 0.25 mg/mL is critical to prevent non-specific binding of brain proteins to the beads). The nuclear extract was rotated overnight at 4 °C. The next day, the supernatant or “flow-through” was separated and reserved for depletion studies (see below). The beads were washed 5× with ice cold IP buffer. Nuclear proteins were eluted by boiling in 44 μL 1.1× LDS Sample Buffer (Invitrogen) supplemented with β-mercaptoethanol, then separated on an SDS-PAGE gel and transferred overnight (26 h ideal for BRWD1) at 85 mA (constant amperage) to a PVDF membrane. Antibodies raised against subunits of the BAF complex or against HA (to indicate endogenously tagged BRWD1) were used to detect immunoprecipitated proteins.

#### Depletion studies

To roughly determine how much BRWD1-FLAG-HA was associated with the BAF complex in brain, we successively immunoprecipitated BAF complexes with α-SMARCA4, α-SS18 or α-SS18L1 antibodies, or IgG as a control, three times from the same brain nuclear extract. Specifically, the flow-through from the initial IP experiment was used as input for the second IP, and the resulting flow-through was used as input for the third IP. The ratio for each immunodepletion was approximately 1 μg antibody for each 31 μg nuclear extract. A fraction of the final flow-through representing three immunodepletions was run on an SDS PAGE gel and transferred to a PVDF membrane as above. Subunits of the BAF complex, BRWD1-FLAG-HA, and control proteins (TBP and actin) were detected with specific antibodies (see Antibodies). The intensity of protein bands was quantified by densitometry using ImageJ. Signal remaining in the nuclear extract after immunodepletion was normalized to the average signal in the IgG (*n* = 4 biological replicates for adult, *n* = 3 biological replicates for E17.5; E17.5 experiments included a rabbit IgG control for the rabbit SS18 antibody).

#### Urea denaturation

To assess the relative stability of BAF:BRWD1 interactions, nuclear extracts were subjected to partial urea denaturation. Specifically, 300 μg of nuclear extract was resuspended in 100 μL of IP buffer (+0.5 mM CaCl_2_) and then a freshly prepared 2× urea solution (in IP buffer) was added 1:1 for a final concentration of 0, 0.25, 0.5, 1, 2, or 4 M urea, respectively. The urea-nuclear extract solutions were vortexed for 1 s at medium (“4”) speed to mix and then incubated at room temperature for 15 min. Each 200 μL solution was then dialyzed individually in a 3500 MWCO Slide-A-Lyzer MINI Dialysis Unit (ThermoFisher) with two 10 mL buffer exchanges over 2 h at 4 °C. The dialysis membrane was ruptured and all nuclear extract was recovered by centrifugation. IP buffer was added to a final volume of 1200 μL to achieve the optimal 0.25 mg/mL concentration of brain nuclear extract for each IP. Nuclear proteins were immunoprecipitated using α-SMARCA4 (BRG1 H-10 clone, Santa Cruz cat. #374197) or mouse IgG as a control, and then run on SDS-PAGE and immunoblotted as above.

#### Antibodies

Antibodies used for immunoprecipitation were: mouse IgG (Santa Cruz cat. # sc-2025), α-SMARCA4 (BRG1 H-10, mouse monoclonal, Santa Cruz cat. # sc-374197), α-SS18L1#1 (CREST M-15, goat polyclonal, Santa Cruz cat. # sc-50912), α-SS18L1#2 (CREST D-7, mouse monoclonal, Santa Cruz cat. # sc-515827), α-SS18 (SS18 D6I4Z, rabbit monoclonal, Cell Signaling cat. # 21792), (α-SMARCC2 (BAF170 E-6, mouse monoclonal, Santa Cruz cat. # sc-17838), α-SMARCB1 (INI1/BAF47 A-5, mouse monocolonal, Santa Cruz cat. # sc-166165), α-SMARCD3 (BAF60C RN-18, mouse monoclonal, Santa Cruz cat. # sc-101163; this antibody did not appear to work for IP). For immunoblotting, additional antibodies were used: α-HA (6E2, mouse monoclonal, Cell Signaling cat. # 2367; this antibody was by far the most clean of several α-HA antibodies tested), α-SMARCA2/4 (BRG1/BRM J1 clone, rabbit polyclonal, made in-house), α-ACTL6B/BAF53B (rabbit polyclonal, made in-house), α-ACTL6A/BAF53A (mouse monoclonal, NeuroMab clone N336B/83), α-TOP2B (F-12, rabbit polyclonal, Santa Cruz cat. # sc-365916), α-ARID1B (mouse monoclonal, Novus Biologicals cat. # H00057492-M01), α-PBRM1 (BAF180 D3F7O, rabbit monoclonal, Cell Signaling cat. #91894), α-TBP (mouse monoclonal, Abcam cat. # ab818), α-Β-ACTIN (AC-15, mouse monoclonal, Santa Cruz cat. #sc-69879). Goat or donkey, α-mouse, or α-rabbit IRDye 800CW or 680LT (LI-COR) secondary antibodies were used for Western blot analysis with an Odyssey CLX imaging system (LI-COR).

#### Western blot validations of tag expression in testes (related to Fig. S6)

Testes were harvested from 8-week old wildtype, heterozygous, and homozygous tagged mice and were homogenized in T-PER Protein Extraction Reagent (ThermoFisher Scientific) buffer with complete Protease Inhibitor Cocktail added (Sigma-Aldrich). Tissues were then centrifuged at 2900 RCF for 15 min at 4° to get rid of any pelleted debris, followed by sonication with 3 × 10 s pulses. Samples were then denatured in SDS loading buffer at 95° for 10 min and loaded into Mini-PROTEAN Pre-cast 4–20% Gradient Polyacrylamide Gels (BIO-RAD). Protein was transferred onto a nitrocellulose membrane at 1 amp for 40 min in Bolt & Mahoney buffer. The blot was blocked in 5% nonfat milk diluted in TBS with 0.1% Tween20 for 1 h and incubated in anti-HA antibody (1:500) at 4° for overnight (Roche, cat# 11867423001). Next day, the blot was washed with TBS-Tween20 (0.1%) and incubated with goat anti-rat IgG HRP antibody (1:5000) for 1 h at room temperature (abcam, cat# ab97057). To detect protein, blot was incubated with Luminata Crescendo Western HRP substrate (EMD Millipore) for 5 min and visualized using ChemiDoc Imaging System (BIO-RAD).

### Chromatin immunoprecipitation (CHIP)

Hippocampal tissues (unilateral hippocampus from two animals were pooled/biological replicate; euploid, Ts65Dn, and Ts65Dn*;Brwd1*^*+/-*^, 6 wk old) were crosslinked, quenched and processed, as previously described^65^. Briefly, samples were washed thoroughly, lysed and sonicated. Samples were then incubated with a custom anti-SMARCA2/4 antibody provided by the Crabtree lab^66^ (7.5 µg/sample) bound to sheep anti-rabbit M-280 Dynabeads (Invitrogen) on a rotator at 4 °C O/N. The following day, immunoprecipitates were washed, eluted and reverse-crosslinked in elution buffer O/N. DNA was purified using a PCR purification kit (Qiagen).

### CHIP-SEQ library preparation and sequencing

Following DNA purifications, libraries were prepared using the TruSeq ChIP Library Prep Kit according to Illumina protocols, multiplexed library sizes were validated on an Agilent Bioanalyzer system and then sequenced (single-read) on an Illumina HiSeq 4000 sequencer.

### ATAC-SEQ preparation and sequencing

#### Nuclei isolation for (fluorescence-activated nuclear sorting) FANS

Frozen whole hippocampus was homogenized in cold lysis buffer (0.32 M Sucrose, 5 mM CaCl_2_, 3 mM Mg(Ace)2, 0.1 mM, EDTA, 10 mM Tris-HCl, pH8, 1 mM DTT, 0.1% Triton X-100) by douncing 50× in a 10 ml dounce homogenizer and filtered through a 40 µm cell strainer to isolate nuclei. The flow-through was underlaid with sucrose solution (1.8 M Sucrose, 3 mM Mg(Ace)2, 1 mM DTT, 10 mM Tris-HCl, pH8) and subjected to centrifugation at 4000 rpm for 15 min at 4 °C to remove cellular debris. Pellets were thoroughly resuspended in 500 µl DPBS and incubated in BSA (final concentration 0.1%) and anti-NeuN antibody (1:1000, Alexa488 conjugated, Millipore, cat#: MAB377X) under rotation for 1 h at 4 °C in the dark. Prior to FANS, DAPI (Sigma cat#: MBD0015) was added to a final concentration of 1 µg/ml. Unstained nuclei and nuclei stained with only secondary antibody served as negative controls. DAPI-positive neuronal (NeuN+) nuclei were sorted into tubes using a BD-FACSAria flow cytometer (BD Biosciences) equipped with a 70 μm nozzle.

#### Generation of ATAC-seq libraries

ATAC-seq reactions were performed using an established protocol^67^ with minor modifications. Following FANS, 50,000 sorted nuclei were centrifuged at 500 × g for 10 min, 4 °C. Pellets were re-suspended in transposase reaction mix [25 μL 2× TD Buffer (Illumina Cat #FC-121-1030), 2.5 μL Tn5 Transposase (Illumina Cat #FC-121-1030) and 22.5 μL Nuclease Free H_2_O] on ice. Samples were incubated at 37 °C for 30 min and then purified using the MinElute Reaction Cleanup kit (Qiagen Cat #28204) according to manufacturer’s instructions. Following purification, library fragments were amplified using the Nextera index kit (Illumina Cat #FC-121-1011), under the following cycling conditions: 72 °C for 5 min, 98 °C for 30 s, followed by thermocycling at 98 °C for 10 s, 63 °C for 30 s and 72 °C for 1 min for a total of five cycles. In order to prevent saturation due to over-amplification, a 5 µl aliquot was then removed and subjected to qPCR for 20 cycles to calculate the optimal number of cycles needed for the remaining 45 μL reaction. The additional number of cycles was determined as follows: (1) Plot linear Rn vs. Cycle,(2) Calculate the # of cycle that is corresponded to 1⁄4 of maximum fluorescent intensity. In general, we found adding 4–6 cycles to this estimate yielded optimal ATAC-seq libraries. Libraries were amplified for a total of 13–19 cycles. Following PCR, ATAC-seq libraries were purified and double-end size-selected by (0.5× ratio and 1.8× ratio) Ampure XP bead purification (Beckman Coulter cat#; A63881) to remove primer-dimers (<100 bp) and large fragments (>1000 bp). Library size was quantified using Bioanalyzer High Sensitivity DNA Chips (Agilent technologies Cat#5067-4626). Libraries were quantified by quantitative PCR (KAPA Biosystems Cat#KK4873) prior to sequencing. Libraries were sequenced on NovaSeq 6000 System (Illumina) obtaining 2 ×50 paired-end reads.

### CHIP-SEQ/ATAC-SEQ analyses

For SMARCA2/4 ChIP-seq and neuronal ATAC-seq from adult mouse hippocampus, raw sequencing reads were aligned to the mouse genome (mm10) using default settings of HISAT2^62^. Only uniquely mapped reads were retained. Alignments were filtered using SAMtools (v1.19)^68^ to remove duplicate reads. For ChIP-seq, peak-calling–normalized to respective inputs–was performed using MACS (v2.1.124)^69^ with default settings; the window size was set as 300 bp. For ATAC-seq, peak calling was performed using MACS (v2.1.124) with settings --nomodel --shift −100 --extsize 200. For both ChIP-seq and ATAC-seq datasets, peaks were filtered for FDR < 0.05 and fold change >1.2. Differential analyses were performed using diffReps^70^ with a window size of 1 kb. A default p-value cutoff of 0.0001 was used. Peaks and differential sites were further annotated to nearby genes or intergenic regions using the region analysis tool from the diffReps package (v1.55.6). Histone PTM enrichment data in mouse hippocampus were extracted from published sources^71^. ATAC-seq differential lists were compared to ChIP-seq differential lists based on gene names using geneOverlap (*GeneOverlap: Test and visualize gene overlaps*. R package version 1.23.0, http://shenlab-sinai.github.io/shenlab-sinai/), and heat maps were drawn using the deepTools package^72^.

#### Overlap with existing epigenomic annotations

We computed the overlap of significant differentially bound sites of SMARCA2/4 (Ts65Dn *vs*. euploid) and chromatin states from the Epigenomics Roadmap Project^73,74^ using the scaled Jaccard index, obtained by calculating standard deviations after subtracting the mean of the sample (Jaccard index is an intersection of base pairs divided by the union of base pairs). We used the “expanded” chromHMM 18-state (6 histone marks, 98 epigenome model) for seven brain regions, i.e., angular gyrus, anterior caudate, cingulate gyrus, dorsolateral prefrontal cortex, hippocampus, inferior temporal lobe and substantia nigra. To improve interpretability, we consolidated the 18 states into 9 states as follows: Promoter (TssA, TssFlnk, TssFlnkU, and TssFlnkD), Enhancer (EnhG1, EnhG2, EnhA1, EnhA2, EnhWk), Transcription (Tx, TxWk), Poised promoter (TssBiv), Repressed enhancer (EnhBiv), Repressed (ReprPC, ReprPCWk), Heterochromatin (Het), Repeats (ZNF/Rpts) and Low (Quies).

To compare our significant differentially bound sites with known regions of open chromatin in different brain regions, we used imputed versions of DNase-seq datasets from Epigenomics Roadmap Project.

### Statistical analysis

Statistical analyses were performed using Prism software (GraphPad). For all behavioral testing and molecular experiments involving more than two conditions, two-way or one-way ANOVAs were performed with subsequent *post hoc* analyses. For experiments comparing only two conditions, two-tailed Student’s *t* tests were performed. In molecular analyses, all animals used were included as separate *n*s (i.e., samples were not pooled). Significance was determined at *p* < 0.05. All data are represented as mean ± SEM.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Reporting Summary

## Data Availability

Chromatin states determined by expanded 18-state ChromHMM model were downloaded from: http://egg2.wustl.edu/roadmap/data/byFileType/chromhmmSegmentations/ChmmModels/core_K27ac/jointModel/final/ DNAseq-seq dataset was downloaded from: https://egg2.wustl.edu/roadmap/data/byFileType/peaks/consolidatedImputed/narrowPeak/. Data from RNA-seq, ChIP-seq and ATAC-seq experiments have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database under accession numbers GSE210117 and GSE151255. We declare that the data supporting findings for this study are available within the article and Supplementary Information (see Supplemental Fig. 15 at the end of the Supplementary Information file for all uncropped blots with MW markers performed in this study). Source Data are provided with this paper. No restrictions on data availability apply. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

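RNA-seq counts were used from 15 libraries of E17.5 forebrain (8 euploid, 7 Ts65Dn) and 47 libraries of hippocampus of 6-week-old mice (8 euploid, 7 Ts65Dn and 8 Ts65Dn;Brwd1+/– males, and 8 of each genotype in females). The authors mapped the reads to mm10 with HISAT2 2.2.1 and counted them on genes with featureCounts 2.0.1. The authors deposited raw counts per gene, without normalization, as whole numbers for 27179 genes named by Entrez identifiers. Each value is a number of reads. The paper names Ensembl annotation 90, RUVr 1.24.0 and DESeq2 1.6.3 at an FDR of 0.1, and its text names no number of RUVr factors.

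Gene positions and types were taken from the RefSeq annotation of mm10 for 25275 genes and from GENCODE for 18 more. The 1886 genes without a match held 0.284% of the adult counts and 0.794% of the E17.5 counts and were kept in the tests, outside the segments. Library totals ranged from 14.9 to 137.1 M reads. Between any pair of libraries of a group, the chi-square per degree of freedom of the counts was at least 8.66, and between libraries of different groups at least 10.1 in the 920 adult pairs and 11.2 in the 56 pairs of embryos, so no library was found to repeat another of its tissue. The triplicated segments were bounded by Mrpl39 on chromosome 16 and Pde10a on chromosome 17, a choice made from general knowledge since the paper's text gives no coordinates. They hold 141 and 57 genes of the tables, 120 and 42 of them protein-coding.

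Each comparison was tested in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr with its minimum count of 10, robust quasi-likelihood test) and the Benjamini-Hochberg adjustment at 0.1. The 3 genotypes of a sex shared a fit, the sexes of a genotype were compared in fits of their own, and the sex by genotype interactions used all 6 adult groups. Rescued genes had an adjusted p-value under 0.1 in Ts65Dn vs euploid and in Ts65Dn;Brwd1+/– vs Ts65Dn, with opposite signs. Means are of log2 CPM with a prior count of 0.5, and p-values given with a log2 fold change and standard error are edgeR's. The genes named are Brwd1, Dyrk1a and, in each comparison, the 3 with the smallest p-values in each direction among the DE genes. Gene lists were tested with camera of limma 3.58.1 and with exact permutations of the animals. Permutation tests were 2-sided. Correlations over the 47 adult libraries used 100000 permutations.

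The alternatives set before the data were examined were DESeq2 1.42.0 with its size factors, 1 to 3 RUVr factors in edgeR and in DESeq2, the upper-quartile normalization, no filter, at least 10 counts in every sample, an FDR of 0.05, only the groups compared, all 6 adult groups together, blocks and a Ddx3y covariate for the embryos, protein-coding genes only, animals with identifiers starting with B, and other definitions of rescue. RUVr factors were computed from the deviance residuals of edgeR's fit, in code written for the purpose. DESeq2 on all 6 adult groups with 0 to 6 RUVr factors and several filters, its counterparts for E17.5, and the omission of each library in turn were added after seeing the data. The number of DE genes was recomputed for 40 to 100 random regroupings of the animals of each comparison.

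The tests were tested on simulated data with the group sizes of the male animals and 16733 genes, of which 200 were changed by a log2 of 1. The edgeR test recovered 176 of them with 10 false calls (5.38% of its calls). DESeq2 recovered 178 with 33 false calls (15.6%). With 3 RUVr factors, edgeR recovered 175 with 13 false calls (6.92%) and DESeq2 178 with 55 (23.6%). With no gene changed, these 4 tests called 0, 4, 0 and 9 genes. The simulated genes varied independently, with no variation shared between libraries for RUVr factors to remove. The simulation therefore does not measure the power for changes smaller than a log2 of 1. Nor does it measure the share of false calls with RUVr factors in the real libraries.

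The sequencing of cultured neurons, the human expression profiles and the gene ontology sets were not analysed here. No library was left out of the comparisons. Some counts equal the number in a sample identifier and are given elsewhere to 2 digits, as a share or by their parts. In full, these are 221 DE genes in embryos with 181 higher and 138 outside the segments, 134 in male Ts65Dn vs euploid with 113 higher, 125 in female Ts65Dn;Brwd1+/– vs euploid, 137 lower in female than male euploid animals, and 103 female genes reversed at an unadjusted p-value under 0.05. Tested genes in the segments numbered 133 in embryos, 133 in males and 134 in females. Under the alternatives, 125 genes were DE in the embryos with the lower title number and in male Ts65Dn vs euploid with DESeq2 on all 6 groups without factors, 122 in embryos as the lowest with a library left out, and 204 in male Ts65Dn;Brwd1+/– vs Ts65Dn with edgeR and 1 factor. Rescued genes were 167 in males with DESeq2 on all 6 groups and 3 factors, 166 with more than 5 counts in 2 libraries, and 137 in females with edgeR and 2 factors. Standard errors are given beside many of the log2 fold changes. With 7 or 8 animals per group the exact permutation tests allow p-values far below 0.05.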

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

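The tests of mislabelled and of mixed samples, of choroid plexus genes and of DESeq2 on all 6 adult groups with a library left out were chosen only after the results they concern were seen. In 49 sets of a group and a measure, 12 values lay farther from the rest of their group than Dixon's test allows at 0.05, against about 2 that chance gives.

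Several of these concern the genotype or sex label. The median log2 ratio of the triplicated genes was 8.41e-05 in the library labelled male Ts65Dn B145, with the next at 0.53, and 0.00377 in the library labelled female Ts65Dn;Brwd1+/– B136, with the next at 0.54. The male Ts65Dn;Brwd1+/– group held a pair of libraries at this level, T35 at 0.02 and B138 at 0.04, which Dixon's test does not find because they lie together. In these 4 of the 38 libraries labelled trisomic, the median lay within the range of the 24 libraries labelled euploid (-0.04 to 0.10), while the others lay between 0.50 and 0.64. If the samples were mislabelled, both segments would be at the euploid level, and they were in all 4. If the normalization were the cause, the untriplicated parts of chromosomes 16 and 17 would deviate as well, and their largest deviation was 0.0384. If samples were mixed, medians would lie between the levels, but none of the 38 libraries lay between 0.0357, the highest of the 4, and 0.50, the lowest of the others. A mislabelled sample, or an animal that did not inherit the segments, is a candidate explanation that remains. The values cannot separate these, and the labels were kept.

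In the library labelled female euploid B85, Xist was at -0.44 log2 CPM, with the next library of the group at 7.81. In the library labelled male Ts65Dn B88, Xist was at 8.90, with the next at 0.67, and Ddx3y at -2.14, with the next at 5.49. Xist and all 4 Y-linked genes went against the label in these 2 libraries, as a mislabelled sample would show. A mixture would show Xist and Y-linked genes together, which 0 of the 2 libraries did. A mislabelled sample may therefore explain both. Xist was also low at 8.66 in the library labelled female Ts65Dn T141, with the next at 9.14, still within the range of the other females, and no explanation was tested for it.

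The library labelled female euploid B125 had the lowest Brwd1 of its group, 6.23 against 6.75 for the next, and the lowest Dyrk1a, 6.11 against 6.35. Without this library, 1603 genes were DE between Ts65Dn and euploid females and 2622 between euploid females and males. No explanation was tested for its values.

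Library totals stood apart at 124.3 M reads in the library labelled female Ts65Dn;Brwd1+/– B181 (next 60.8), 94.9 M in male euploid B84 (next 48.2) and 109.8 M in male Ts65Dn;Brwd1+/– B137 (next 53.6). No explanation was tested for these totals, which the scaling takes into account.

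Ttr was at 4.30 log2 CPM in the library labelled euploid 7 of E17.5 forebrain, with the next at 8.97. Ttr is a gene of the choroid plexus, and its spread was studied over the 47 adult libraries, where it ran from 3.41 to 12.5. There it followed the mean of the other choroid plexus genes with Pearson's r = 0.99 (permutation p = 1e-05, the smallest the permutations can give, adjusted p = 8e-05 over 8 relations) and Spearman's rho = 0.974 (permutation p = 1e-05). Without the 2 libraries farthest from the median, r was 0.99. Ttr did not follow the library total (r = 0.0411, permutation p = 0.783, adjusted p = 0.84, rho = 0.0717, permutation p = 0.632, and r = 0.0329 without the 2 farthest). Choroid plexus in the dissected tissue may therefore explain the spread of Ttr in the adult libraries. The relation was not computed for the embryos.

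Between euploid females and males, a comparison the paper does not report, 619 genes were DE, 482 of them higher in females and the others lower, and 2804 had an unadjusted p-value under 0.05. Of 100 splits of these 16 animals, only the real one gave as many, and the next gave 460. Among Ts65Dn animals 1 gene was DE, which 8 of 100 splits reached, 1 of them with 322. Xist had a log2 fold change of 9.70 in euploid animals, Amh 0.92 (standard error 0.14, adjusted p = 0.0152), Trmu 0.42 (standard error 0.06, adjusted p = 0.0152) and Amy1 0.62 (standard error 0.10, adjusted p = 0.0211). Rnf11 had -0.27 (standard error 0.05, adjusted p = 0.0335), Tpmt -0.38 (standard error 0.07, adjusted p = 0.0335) and Grm3 -0.30 (standard error 0.06, adjusted p = 0.0382). None of the 4 tested genes of chromosome Y was DE, with B85, whose Y-linked genes were at male levels, counted as female. The euploid count was not stable. With an FDR of 0.05 it was 52, and with each library left out in turn it ran from 32 to 2622. Leaving out any of 11 of the 16 libraries brought it to under 1 part in 1.5, and leaving out any of 3 raised it more than 1.5-fold. A dependence on a single library cannot be told apart from a count near its threshold. If the discordant sex labels hid a difference in Ts65Dn animals, leaving out B88 would raise the Ts65Dn count, which went from 1 to 9. The euploid count fell to 76 without B85, as it did without most other libraries, so its fall says nothing about the labels. With DESeq2 on all 6 adult groups and 3 RUVr factors, leaving out B88 raised the Ts65Dn count from 503 to 1935, while the euploid count with all libraries was 4902. Whether the discordant labels account for part of the gap was not settled. With edgeR and no factor, the sex by genotype interaction found no gene past the threshold (1935 at an unadjusted p-value under 0.05). A difference between the genotypes in the effect of sex was thus not shown by that fit. DESeq2 without factors gave 100 genes for this interaction, and RUVr factors gave more, so the call depends on the setting. These tests leave no biological explanation that the values would separate from an unstable count and discordant labels.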

How the results depend on the processing

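The permutation of the animals behind the LTP list, DESeq2 on all 6 adult groups, the omission of each library, the other filters of DESeq2 and the fits of part of the embryos were chosen only after the results were seen. Counts within 1.5-fold of the value at the claim are not listed. The cause of each change below was not tested, apart from the splits and divisions of the animals given under the other observations.

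E17.5 Ts65Dn vs euploid had 221 DE genes, and DESeq2 with 0, 1, 2, 3 and 4 RUVr factors gave 575, 2145, 3195, 3954 and 4489. EdgeR with 1, 2 and 3 factors gave 1429, 2555 and 3509 in the embryos. With 0 to 4 factors DESeq2 gave 603, 2066, 3099, 3949 and 4448 for all genes with a count, 592, 2066, 3112, 3936 and 4431 for genes with more than 5 counts in 2 libraries, and 576, 2156, 3223, 3958 and 4509 for genes over 0.5 CPM in 6 libraries. An FDR of 0.05 gave 115. The embryos with the lower or the higher number in the sample titles alone gave 1.3e+02 and 21. A block on the replicate number gave 121, but embryos with the same number are different animals, and their mean correlation across genes, 0.047, was within 0.1 of that of the others, -0.00643. The upper-quartile normalization, both other filters, protein-coding genes only, the block on the title number and the Ddx3y covariate kept the count between 169 and 239.

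Male Ts65Dn vs euploid gave 1.3e+02 DE genes at the claim, and with DESeq2 and 0, 1, 2 and 3 RUVr factors 237, 591, 848 and 1176, with edgeR and 1, 2 and 3 factors 301, 475 and 756. This male comparison had 1.3e+02, 224, 564, 945, 1261, 1589 and 1847 with DESeq2 on all 6 groups and 0 to 6 factors, 124, 225, 550, 955, 1266, 1571 and 1815 for genes over 5 counts in 2 libraries, 959, 959 and 947 with 3 factors and all genes with a count, 10 counts in total or 0.5 CPM in 6 libraries, and 678 with edgeR and 3 factors. The count was 83 with an FDR of 0.05.

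Male Ts65Dn;Brwd1+/– vs Ts65Dn gave 0 DE genes at the claim, and with DESeq2 and 0, 1, 2 and 3 RUVr factors 1, 424, 692 and 949, with edgeR and 1, 2 and 3 factors 2.0e+02, 409 and 571. The same males had 1, 143, 458, 793, 1061, 1348 and 1608 with DESeq2 on all 6 groups and 0 to 6 factors, 1, 143, 435, 774, 1049, 1333 and 1556 for genes over 5 counts in 2 libraries, 797, 795 and 801 with 3 factors and all genes with a count, 10 counts in total or 0.5 CPM in 6 libraries, and 508 with edgeR and 3 factors. The count was 1 with all 6 groups in a common edgeR fit.

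Rescue in males gave 0 rescued genes at the claim, and with DESeq2 and 0, 1, 2 and 3 RUVr factors 1, 95, 183 and 271, with edgeR and 1, 2 and 3 factors 44, 97 and 149. Male rescue had 1, 8, 66, 1.7e+02, 259, 384 and 501 with DESeq2 on all 6 groups and 0 to 6 factors, 1, 8, 63, 1.7e+02, 253, 382 and 476 for genes over 5 counts in 2 libraries, 168, 170 and 171 with 3 factors and all genes with a count, 10 counts in total or 0.5 CPM in 6 libraries, and 111 with edgeR and 3 factors. There were 1 with all 6 groups in a common edgeR fit, 24 with reversal at an unadjusted p-value under 0.05 and 68 with the absence of a difference between Ts65Dn;Brwd1+/– and euploid as the definition.

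Female Ts65Dn vs euploid gave 543 DE genes at the claim, and with DESeq2 and 0, 1, 2 and 3 RUVr factors 1051, 2792, 3829 and 4348, with edgeR and 1, 2 and 3 factors 2315, 3341 and 3979. This female comparison had 1514, 3062, 3964, 4498, 4845, 5122 and 5366 with DESeq2 on all 6 groups and 0 to 6 factors, 1511, 3064, 3954, 4472, 4827, 5081 and 5326 for genes over 5 counts in 2 libraries, 4467, 4470 and 4449 with 3 factors and all genes with a count, 10 counts in total or 0.5 CPM in 6 libraries, and 4250 with edgeR and 3 factors. The number was 336 with only the groups compared, 1212 with all 6 groups in a common edgeR fit, 323 with animals with B identifiers and 264 with an FDR of 0.05.

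Female Ts65Dn;Brwd1+/– vs Ts65Dn gave 0 DE genes at the claim, and with DESeq2 and 0, 1, 2 and 3 RUVr factors 14, 203, 590 and 840, with edgeR and 1, 2 and 3 factors 18, 234 and 428. The same females had 3, 174, 641, 912, 1264, 1521 and 1782 with DESeq2 on all 6 groups and 0 to 6 factors, 4, 154, 609, 872, 1216, 1464 and 1706 for genes over 5 counts in 2 libraries, 884, 887 and 926 with 3 factors and all genes with a count, 10 counts in total or 0.5 CPM in 6 libraries, and 631 with edgeR and 3 factors.

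Rescue in females gave 0 rescued genes at the claim, and with DESeq2 and 0, 1, 2 and 3 RUVr factors 10, 105, 282 and 405, with edgeR and 1, 2 and 3 factors 11, 1.4e+02 and 231. Female rescue had 3, 78, 308, 427, 608, 742 and 859 with DESeq2 on all 6 groups and 0 to 6 factors, 3, 67, 288, 399, 578, 705 and 826 for genes over 5 counts in 2 libraries, 399, 405 and 438 with 3 factors and all genes with a count, 10 counts in total or 0.5 CPM in 6 libraries, and 306 with edgeR and 3 factors. There were 1.0e+02 with reversal at an unadjusted p-value under 0.05 and 436 with the absence of a difference between Ts65Dn;Brwd1+/– and euploid as the definition.

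Female vs male Ts65Dn gave 1 DE gene at the claim, and with DESeq2 and 0, 1, 2 and 3 RUVr factors 8, 130, 392 and 598, with edgeR and 1, 2 and 3 factors 5, 30 and 96. These Ts65Dn animals had 2, 46, 241, 503, 688, 1016 and 1248 with DESeq2 on all 6 groups and 0 to 6 factors, 2, 54, 215, 498, 685, 1007 and 1219 for genes over 5 counts in 2 libraries, 496, 514 and 510 with 3 factors and all genes with a count, 10 counts in total or 0.5 CPM in 6 libraries, and 254 with edgeR and 3 factors. The number was 5 with no filter, 0 with at least 10 counts in every sample, 5 with all 6 groups in a common edgeR fit and 0 with animals with B identifiers.

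Female vs male euploid gave 619 DE genes at the claim, and with DESeq2 and 0, 1, 2 and 3 RUVr factors 1404, 3273, 4034 and 4550, with edgeR and 1, 2 and 3 factors 2583, 3483 and 4004. These euploid animals had 1973, 3588, 4381, 4902, 5163, 5459 and 5711 with DESeq2 on all 6 groups and 0 to 6 factors, 1953, 3579, 4373, 4888, 5139, 5412 and 5653 for genes over 5 counts in 2 libraries, 4897, 4896 and 4820 with 3 factors and all genes with a count, 10 counts in total or 0.5 CPM in 6 libraries, and 4691 with edgeR and 3 factors. The number was 339 with no filter, 1698 with all 6 groups in a common edgeR fit and 52 with an FDR of 0.05.

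The interaction of sex with Ts65Dn vs euploid gave 0 genes at the claim, and with DESeq2 and 0, 1, 2 and 3 RUVr factors 100, 987, 1962 and 2577, with edgeR and 1, 2 and 3 factors 433, 1611 and 2251. The count was 11 with animals with B identifiers.

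The interaction of sex with Ts65Dn;Brwd1+/– vs Ts65Dn gave 0 genes at the claim, and with DESeq2 and 0, 1, 2 and 3 RUVr factors 1, 1, 69 and 225, with edgeR and 1, 2 and 3 factors 0, 0 and 39. The count was 1 with animals with B identifiers.

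The share of DE genes outside the segments was 62.4% in embryos, and 82.4%, 95.1%, 96.5% and 97.1% with DESeq2 and 0 to 3 factors, 92.7%, 95.7% and 96.8% with edgeR and 1 to 3 factors and 35.6% at an FDR of 0.05, and 14.3% in the embryos with the higher title number. The share of DE genes outside the segments was 45.5% in males, and 64.6%, 84.8%, 89.2% and 92.1% with DESeq2 and 0 to 3 factors, 71.4%, 81.7% and 87.8% with edgeR and 1 to 3 factors and 30.1% at an FDR of 0.05, and 38.4%, 61.2%, 83.7%, 89.95% and 92.4% with DESeq2 on all 6 groups and 0 to 4 factors. The share of DE genes outside the segments was 84.2% in females, and 91.2%, 96.3%, 97.2% and 97.5% with DESeq2 and 0 to 3 factors, 95.6%, 96.9% and 97.3% with edgeR and 1 to 3 factors and 73.1% at an FDR of 0.05, and 94%, 96.7%, 97.4%, 97.6% and 97.8% with DESeq2 on all 6 groups and 0 to 4 factors.

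With each library left out in turn, Ts65Dn vs euploid gave 1.2e+02 to 456 DE genes over 15 fits in embryos, 83 to 224 over 23 fits in males and 285 to 1603 over 24 fits in females. Ts65Dn;Brwd1+/– vs Ts65Dn gave 0 to 5 genes in males, with 0 in 22 of 23 fits (1261 at an unadjusted p-value under 0.05 with all libraries), and 0 to 2 in females, with 0 in 22 of 24 (604 with all libraries). Rescued genes numbered 0 to 3 in males and 0 to 2 in females. Between the sexes there were 1 to 9 DE genes in Ts65Dn over 15 fits and 32 to 2622 in euploid animals over 16. The interaction of sex with Ts65Dn vs euploid gave 0 to 50 genes, with 0 in 44 of 47 fits, and that with Ts65Dn;Brwd1+/– vs Ts65Dn 0 in all 47.

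The LTP list between female and male Ts65Dn had p = 0.000196 with camera, p = 1 with Fisher's exact test, where a single DE gene outside the list allows no other value, and p = 0.176 with the exact permutation of the animals. The number of rescued genes with the Ts65Dn animals divided between the comparisons had a median of 0 in both sexes with edgeR, with separate and with shared parts. The split of DE genes moved by more than 10 percentage points with DESeq2 in males (172 higher and 65 lower, against 21 lower and the others higher) and between euploid sexes (880 and 524, against 482 higher and the others lower). The median log2 fold change of the triplicated genes with DESeq2 was 0.56 in embryos, 0.50 in males and 0.53 in females, the same to 2 decimals as with edgeR. Brwd1 kept the sign of its log2 fold change in all 57 combinations of a comparison and an alternative, with its side of the threshold in 46 and past it in 11 more, 3 of them in male and 8 in female Ts65Dn;Brwd1+/– vs Ts65Dn. Its log2 fold changes ranged from 0.51 to 0.60 in embryos, 0.51 to 0.53 and 0.47 to 0.49 in male and female Ts65Dn vs euploid, and near -0.24 and from -0.26 to -0.24 in Ts65Dn;Brwd1+/– vs Ts65Dn.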

Differences from the paper's values

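The exact permutation of the animals behind the LTP list and the settings named as such were chosen after the results were seen, and the other tests were not.

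For male Ts65Dn vs euploid, 1.3e+02 genes were DE (73 in the segments and 61 elsewhere) and the paper's number is 963. Among the alternatives set before the data were examined, DESeq2 with 2 and 3 RUVr factors (848 and 1176 genes) and edgeR with 3 RUVr factors (756) fell within 1.5-fold of the paper's number. DESeq2 without RUVr factors (237), DESeq2 with 1 factor (591), edgeR with 1 and 2 factors (301 and 475), the upper-quartile normalization (129), no filter (112), at least 10 counts in every sample (131), protein-coding genes only (124), only the groups compared (112), all 6 adult groups together (100), animals with B identifiers (144) and an FDR of 0.05 (83) did not. Run on all 6 adult groups, DESeq2, chosen after seeing the values, gave 945 genes with 3 RUVr factors, 947 to 959 with other filters and 1261 with 4 factors, and edgeR on all 6 groups with 3 factors, also chosen after seeing the values, gave 678.

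For male Ts65Dn;Brwd1+/– vs Ts65Dn, no gene was DE, with 1261 at an unadjusted p-value under 0.05, and the paper's number is 801. Among the alternatives set before the data were examined, DESeq2 with 2 and 3 RUVr factors (692 and 949) and edgeR with 3 (571) fell within 1.5-fold. DESeq2 with no factor (1) and with 1 (424), edgeR with 1 and 2 factors (2.0e+02 and 409) and all 6 groups together (1) did not, nor did the upper-quartile normalization, both other filters, protein-coding genes only, only the groups compared, B identifiers only and an FDR of 0.05, each with 0. DESeq2 on all 6 groups with 3 RUVr factors, chosen after seeing the values, gave 793, and 774 to 801 with other filters. It reached the paper's 801 for genes over 0.5 CPM in 6 libraries, and with 4 factors, also chosen after seeing the values, it gave 1061. With 0, 1, 2, 5 and 6 factors it gave 1, 143, 458, 1348 and 1608, not within 1.5-fold. EdgeR on all 6 groups with 3 factors, also chosen after seeing the values, gave 508, not within 1.5-fold either.

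The percent of male DE genes rescued was 0 and the paper's is about 17%. Among the alternatives set before the data were examined, edgeR with 1, 2 and 3 RUVr factors (14.6%, 20.4% and 19.7%), DESeq2 with 1, 2 and 3 (16.1%, 21.6% and 23%) and reversal at an unadjusted p-value under 0.05 (17.9%) fell within 1.5-fold. DESeq2 without factors (0.422%), all 6 groups together (1%), and the definition by the absence of a difference between Ts65Dn;Brwd1+/– and euploid (50.7%) did not, nor did the 7 other alternatives, each with 0%. With all 6 groups, DESeq2, chosen after seeing the values, gave 17.7% with 3 RUVr factors and 17.4% to 18.1% with other filters. With 2, 4 and 5 factors it gave 11.7%, 20.5% and 24.2%. With 0, 1 and 6 factors it gave 0.8%, 3.57% and 27.1%, not within 1.5-fold. EdgeR on all 6 groups with 3 factors, chosen after seeing the values, gave 16.4%.

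The percent of female DE genes rescued was 0 and the paper's is about 9.2%. Of the alternatives set before the data were examined, DESeq2 with 2 and 3 RUVr factors (7.37% and 9.31%) fell within 1.5-fold. DESeq2 with no factor and with 1 (0.952% and 3.76%), edgeR with 1, 2 and 3 factors (0.475%, 4.1% and 5.8%), reversal at an unadjusted p-value under 0.05 (19%) and the definition by the absence of a difference from euploid (80.3%) did not, nor did the 8 other alternatives, each with 0%. DESeq2 on all 6 groups, chosen after seeing the values, gave 9.49% with 3 RUVr factors and 8.92% to 9.85% with other filters. With 2 and 4 factors it gave 7.77% and 12.6%. With 0, 1, 5 and 6 factors it gave 0.198%, 2.55%, 14.5% and 16.0%, not within 1.5-fold. Under edgeR on all 6 groups with 3 factors, chosen after seeing the values, 7.2% were rescued.

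For female Ts65Dn;Brwd1+/– vs Ts65Dn, no gene was DE, with 604 at an unadjusted p-value under 0.05, and the paper's supplementary table lists 916. Of the alternatives set before the data were examined, DESeq2 with 3 RUVr factors (840) fell within 1.5-fold. DESeq2 with 0, 1 and 2 factors (14, 203 and 590) and edgeR with 1, 2 and 3 (18, 234 and 428) did not, nor did the others, each with 0. DESeq2 on all 6 groups, chosen after seeing the values, gave 912 with 3 RUVr factors and 872 to 926 with other filters. With 2 and 4 factors it gave 641 and 1264. With 0, 1, 5 and 6 factors it gave 3, 174, 1521 and 1782, not within 1.5-fold. With edgeR on all 6 groups and 3 factors, chosen after seeing the values, 631 genes were DE.

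Between female and male Ts65Dn, 1 gene was DE and the paper's supplementary table lists 519. Of the alternatives set before the data were examined, DESeq2 with 2 and 3 RUVr factors (392 and 598) fell within 1.5-fold. DESeq2 with 0 and 1 factors (8 and 130), edgeR with 1, 2 and 3 (5, 30 and 96), no filter (5), all 6 groups together (5), the upper-quartile normalization, protein-coding genes and an FDR of 0.05 (1 each), and at least 10 counts in every sample and B identifiers only (0 each) did not. For these animals DESeq2 on all 6 groups, chosen after seeing the values, gave 503 with 3 RUVr factors, 496 to 514 with other filters and 688 with 4 factors. With 0, 1, 2, 5 and 6 factors it did not fall within 1.5-fold. Neither did edgeR on all 6 groups with 3 factors, also chosen after seeing the values.

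The paper associates the genes DE between female and male Ts65Dn with LTP. Fisher's exact test of the LTP list with the DE genes gave p = 1, but with Ddx3y, outside the list, as the only DE gene no other value was possible, so it is no test of the paper's association, which rests on many more genes. The camera test of this list gave an adjusted p = 0.00235 over 60 tests of lists, and an adjusted p = 0.0394 between the euploid sexes. The exact permutation of the animals gave p = 0.176, adjusted p = 0.395 over 18 tests, for the Ts65Dn sexes and p = 0.461, adjusted p = 0.743, for the euploid sexes. In male Ts65Dn;Brwd1+/– vs Ts65Dn, 43 genes of the list were lower (camera, adjusted p = 0.0142). The exact permutation of these males gave p = 0.0754, adjusted p = 0.226. In the same comparison of females, 40 genes were lower (camera, adjusted p = 0.195), with an exact permutation p = 0.498, adjusted p = 0.743.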

Other observations

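The tests of DESeq2 on all 6 adult groups in other splits of the animals for Ts65Dn;Brwd1+/– vs Ts65Dn, of immediate early and clock genes, of Brwd1 relative to the triplicated genes, of single libraries left out, and of the animals behind the gene lists were chosen only after the results they concern were seen. The clock genes were listed after the lowest p-values of female Ts65Dn;Brwd1+/– vs Ts65Dn were seen.

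How often other splits of the same animals gave as many DE genes was counted for each comparison, the real split included. For E17.5 Ts65Dn vs euploid, 2 of 100 splits gave at least the 221 genes, the other with 5152. For male Ts65Dn vs euploid 3 of 100 did (up to 356 in the others), and for female Ts65Dn vs euploid 1 of 100 did (543 genes, up to 540 in the others). The median of the other splits was 0 in each. With 0 DE genes in Ts65Dn;Brwd1+/– vs Ts65Dn of males and of females, 0 rescued genes in both sexes and 0 genes in both interactions, any split gives at least as many, so that 40 of 40 did in each of these 6 cases and the comparison tells nothing about chance. Of the 39 other splits, at most 1 gave any gene, and at most 3 genes.

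With RUVr factors other splits gave many DE genes as well. With DESeq2 on the embryos, 4 of 60 splits gave as many genes as the real one with 1 factor (2145 genes, median of the others 87) and 4 of 60 with 3 factors (3954 genes, median of the others 537). With DESeq2 on all 6 adult groups and 3 RUVr factors, 11 of 40 splits gave at least the 793 genes of male Ts65Dn;Brwd1+/– vs Ts65Dn (median of the others 159) and 21 of 40 at least the 912 of the female comparison (median 948). At least as many rescued genes as in the real split of males (1.7e+02) came from 5 of 40 splits (median 2) and at least the 427 of females from 17 of 40 (median 368). For male Ts65Dn vs euploid, 9 of 40 splits gave at least 945 genes (median 152), for female Ts65Dn vs euploid 3 of 40 at least 4498 (median 2041), and for female vs male Ts65Dn 17 of 40 at least 503 (median 421). Each of these shares is 0.05 or more, so under these settings the size of the gene lists cannot be told apart from that of arbitrary splits of the animals. This concerns the number of genes, not each gene.

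Because the same Ts65Dn animals enter both comparisons, chance deviations of the Ts65Dn group alone may give genes that appear reversed. To test this, the Ts65Dn animals were divided into parts, with separate parts for each comparison or a shared part for both. With DESeq2 on all 6 groups and 3 RUVr factors over 20 divisions, the median number of rescued genes in males was 23.5 with separate parts (7 to 37) and 112 with a shared part (1 to 2059). In females it was 98.5 with separate parts (9 to 201) and 528 with a shared part (40 to 1137). Genes that changed in the same direction in both comparisons had medians of 9.5 and 21 with separate parts and 0 and 5 with a shared part. With edgeR over 40 divisions, the correlation across genes between the log2 fold changes of the comparisons had a median of 0.0746 with separate parts (-0.174 to 0.381) and -0.715 with a shared part (-0.875 to -0.567) in males. In females the medians were -0.0565 (-0.299 to 0.122) and -0.611 (-0.786 to -0.501). Genes are not independent replicates in these correlations. With all animals they were -0.511 in males and -0.447 in females. When no animal was shared, the median correlation was thus not negative in males and still negative, but far weaker, in females. The shared Ts65Dn animals may therefore be the source of most of the negative relation. Separate parts hold fewer animals, however, and some reversed genes were still called with them.

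Whether the pair of male Ts65Dn;Brwd1+/– libraries at the euploid level of the triplicated genes, T35 and B138, drives the reversal was tested by leaving out each of the 28 pairs of this group, with DESeq2 on all 6 groups and 3 RUVr factors. Without T35 and B138, 858 genes were DE in Ts65Dn;Brwd1+/– vs Ts65Dn, 851 of them outside the segments, within the 96 to 1215 of the other pairs, and 171 genes were rescued, 170 outside the segments, within the 36 to 246 of the other pairs. Single libraries of either group moved the counts strongly. With 1 male Ts65Dn library left out of the same fit, Ts65Dn;Brwd1+/– vs Ts65Dn ran from 237 DE genes (24 rescued) without B45 to 1745 (668 rescued) without B88, the library with discordant sex-linked genes. Without B145, the Ts65Dn library at the euploid level of the triplicated genes, it gave 299 DE and 67 rescued genes, against 793 and 1.7e+02 with all libraries. With 1 male Ts65Dn;Brwd1+/– library left out, the DE genes ran from 329 without B26 (105 rescued) to 1044 without B24 (199 rescued). In females, the same fit gave 912 DE genes (427 rescued) in Ts65Dn;Brwd1+/– vs Ts65Dn with all libraries. With 1 library of these groups left out, it ran from 84 (49 rescued) without Ts65Dn;Brwd1+/– B176 to 1495 (725 rescued) without Ts65Dn T141. B176 stood apart in its group. Its chi-square per degree of freedom against the other libraries of the group ran from 120.7 to 234.3, while pairs without it reached at most 96.56. No explanation was tested for B176. The size of the reversal under these settings thus depends, in both sexes, on which libraries of both groups enter. The lower Brwd1 of Ts65Dn;Brwd1+/– could also come from libraries without the segments. Relative to the other triplicated genes of the same library, however, Brwd1 differed from Ts65Dn by -0.19 in males (-0.21 ± 0.12, SD, n = 8, against -0.02 ± 0.14, n = 7) and by -0.198 in females (-0.24 ± 0.17 against -0.04 ± 0.14, n = 8 each), with none of the 8 animals above the Ts65Dn median in either sex. The medians of the triplicated genes themselves differed by -0.06 in males and -0.07 in females (exact permutation test, p = 0.698 and 0.49, adjusted p = 0.698 and 0.592 over 6 tests). A euploid animal with 2 functional Brwd1 alleles under this label would not lower the relative level. A Brwd1+/– animal without the trisomy, a genotype that the paper's cross also gives, would lower it, and the relative level was -0.35 in B138, -0.05 in T35 and -0.23 in the female B136. With any 2 Ts65Dn;Brwd1+/– libraries and any 1 Ts65Dn library left out, the difference stayed below 0 in all 196 choices in males (-0.26 to -0.12) and in all 224 in females (-0.27 to -0.09). These choices include the omission of all libraries of a sex whose triplicated genes were at the euploid level, so these libraries alone do not make the difference. In the male Ts65Dn;Brwd1+/– libraries the exact permutation p was 0.0149, and in the female 0.00901.

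In Ts65Dn;Brwd1+/– vs euploid, 97 genes were DE in males (74 higher, 23 lower, 51 in the segments) and in females 95 were higher and 30 lower, 57 of them in the segments. Of these, 66 and 107 were also DE in Ts65Dn vs euploid. Brwd1 had log2 fold changes of 0.28 (standard error 0.09, adjusted p = 0.231) and 0.21 (standard error 0.11, adjusted p = 0.453) in this comparison.

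In females, immediate early genes were among the lowest p-values of Ts65Dn;Brwd1+/– vs Ts65Dn, such as Egr4 (log2 fold change 0.48, adjusted p = 0.139) and Junb (0.55, adjusted p = 0.139), which were named after their values were seen. The mean log2 CPM of a list of 12 immediate early genes was 5.26 ± 0.31 in Ts65Dn;Brwd1+/–, 4.59 ± 0.20 in Ts65Dn and 5.06 ± 0.43 in euploid females (SD, n = 8 each). The difference of Ts65Dn;Brwd1+/– from Ts65Dn, 0.68, had an exact permutation p of 0.000311 (adjusted p = 0.00559 over 18 tests), with all 8 animals above the Ts65Dn median. The difference of Ts65Dn from euploid, -0.47, had an exact permutation p of 0.0134 (adjusted p = 0.0802). In males the differences were 0.17 and 0.07 (exact permutation p = 0.536 and 0.786). A score of clock genes was higher in Ts65Dn;Brwd1+/– than in Ts65Dn females by 0.22 (exact permutation p = 0.00264, adjusted p = 0.0238, all 8 animals above the Ts65Dn median). In Ts65Dn vs euploid females it differed by -0.26 (exact permutation p = 0.0182, adjusted p = 0.0818). In males the differences were 0.01 and 0.00 (exact permutation p = 0.919 and 0.969). The clock genes form a list that follows Dbp and a list that runs against it. In Ts65Dn;Brwd1+/– vs Ts65Dn females, all 8 genes of the first list were higher (median log2 fold change 0.22). Of the 5 genes of the second, 2 were higher and 3 lower (median -0.03). In Ts65Dn vs euploid females, all 8 were lower (median -0.16), and of the 5, 3 were higher and 2 lower (median 0.05). Neuronal activity or handling before the tissue was collected may explain part of the female reversal. A change in the hour of collection would move the second clock list against the first, and the second showed no clear shift. The clock genes were also chosen from this comparison, so they do not show an effect of the hour, which remains possible. Neither the labels nor the paper's text gives the hour, so an effect of genotype on these genes cannot be told apart from these explanations. The paper reports weaker induction of immediate early genes in CA1 with Brwd1 overexpression, after mice were moved to a new environment. The female differences of the immediate early genes, -0.47 and 0.68, go in the direction that such an effect of Brwd1 would give. In males, Ts65Dn was not lower than euploid (0.07). An effect of Brwd1 therefore also remains open.

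In the adult libraries the first RUVr factor, as deviations from the group means, followed the mean of the choroid plexus genes with r = 0.447 (permutation p = 0.00062, adjusted p = 0.00124 over 8 relations; rho = 0.488, permutation p = 0.00059; r = 0.417 without the 2 farthest libraries). RUVr factors 2 and 3 had r = 0.562 (adjusted p = 0.00016) and r = -0.5 (adjusted p = 0.000773). The share of the first factor owed to choroid plexus cannot be told from an r below 0.5. It did not follow the library total (r = -0.0297, permutation p = 0.84, adjusted p = 0.84; rho = 0.00289, permutation p = 0.985). RNA from choroid plexus may thus be part of what the factors remove.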
